# An obesity-associated gut microbiome reprograms the intestinal epigenome and leads to altered colonic gene expression

**DOI:** 10.1186/s13059-018-1389-1

**Published:** 2018-01-23

**Authors:** Yufeng Qin, John D. Roberts, Sara A. Grimm, Fred B. Lih, Leesa J. Deterding, Ruifang Li, Kaliopi Chrysovergis, Paul A. Wade

**Keywords:** Microbiome, Obesity, Cancer, Colorectal cancer, Epigenetics, Transcription factor, Gene expression, Histone methylation, Histone acetylation

## Abstract

**Background:**

The gut microbiome, a key constituent of the colonic environment, has been implicated as an important modulator of human health. The eukaryotic epigenome is postulated to respond to environmental stimuli through alterations in chromatin features and, ultimately, gene expression. How the host mediates epigenomic responses to gut microbiota is an emerging area of interest. Here, we profile the gut microbiome and chromatin characteristics in colon epithelium from mice fed either an obesogenic or control diet, followed by an analysis of the resultant changes in gene expression.

**Results:**

The obesogenic diet shapes the microbiome prior to the development of obesity, leading to altered bacterial metabolite production which predisposes the host to obesity. This microbiota–diet interaction leads to changes in histone modification at active enhancers that are enriched for binding sites for signal responsive transcription factors. These alterations of histone methylation and acetylation are associated with signaling pathways integral to the development of colon cancer. The transplantation of obesogenic diet-conditioned microbiota into germ free mice, combined with an obesogenic diet, recapitulates the features of the long-term diet regimen. The diet/microbiome-dependent changes are reflected in both the composition of the recipient animals’ microbiome as well as in the set of transcription factor motifs identified at diet-influenced enhancers.

**Conclusions:**

These findings suggest that the gut microbiome, under specific dietary exposures, stimulates a reprogramming of the enhancer landscape in the colon, with downstream effects on transcription factors. These chromatin changes may be associated with those seen during colon cancer development.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1389-1) contains supplementary material, which is available to authorized users.

## Background

In eukaryotic cells, chromatin comprises a complex consisting of DNA, RNA, and proteins where covalent modifications correlate with regulation of gene expression [1]. Dietary factors have been shown to induce epigenome changes, including histone modifications [2, 3]. With the spread of the Western lifestyle, including consumption of an obesogenic diet high in fat, obesity rates have continued to rise worldwide during the last few decades [4]. Obesity is associated with low-grade chronic inflammation, which is a likely precipitating factor for numerous complications, including type 2 diabetes, cardiovascular disease, breast cancer, and colorectal cancer [4, 5]. Understanding how the host epigenome responds to diet and obesity may provide mechanistic insights into obesity-associated diseases.

The gut microbiota resides on the intestinal mucosal surfaces and plays an important role in food digestion, energy harvest, immune development, and epithelial homeostasis [6]. It induces both local effects in the gut, as well as alterations in distant organs through stimuli generated by bacteria, structural bacterial components, and microbial metabolites [7]. In particular, the microbiome can generate numerous bioactive compounds important to host physiology, including short chain fatty acids (SCFAs), the majority of which are acetate, propionate, and butyrate [8], choline metabolites, and lipids [6]. The SCFAs are rapidly adsorbed from the colonic lumen and constitute a preferred energy source for colonic epithelial cells. Dysbiosis of the gut microbiome has been shown to alter both the transcriptome and proteome of intestinal epithelial cells [9, 10] and numerous studies have identified associations between gut microbiome alterations and host diseases, including obesity, diabetes, cardiovascular disease, and colon cancer [8, 11–13].

Given the important roles of the gut microbiome in regulating host physiology and gene expression, a better understanding of the relationship between the host and the symbiont microbiota should provide new insights into human health and disease risk. Here, we employed a mouse model of diet-induced obesity to characterize molecular features of the interplay between host epigenome, gut microbiota, and diet. The murine gut microbiome and its metabolites were altered by an obesogenic diet in a manner that preceded the development of obesity. Diet-induced obesity led to altered acetylation of lysine 27 on histone H3 (H3K27ac) and to altered monomethylation of lysine 4 on histone H3 (H3K4me1) at numerous loci, with concomitant changes in the expression of genes that were functionally relevant to intestinal cancers. Transplantation of bacteria from obese, but not control, animals into germ-free mice was sufficient to recapitulate high fat-associated epigenetic changes, in a diet-dependent manner. Our study provides a better understanding of the complex interplay between diet, host gene expression, host epigenome, and the gut microbiome.

## Results

### Gut microbiome was shaped by diet prior to the development of obesity in a sex-specific manner

To evaluate the contribution of diet and obesity to changes in host gut microbiota, male and female C57BL/6 mice were fed either a control, low fat diet (LFD), or high fat diet (HFD) for 20 weeks (Additional file 1: Table S1). The HFD caused a dramatic increase in body weight in both sexes (Additional file 2: Figure S1a). Consistent with other studies, we observed significant diet-dependent changes in microbial ecology in both males and females (Additional file 2: Figure S1b–f; Additional file 2: Figure S2a–e; Additional file 3: Table S2a, b). Through linear discriminant analysis (LDA) effect size (LEfSe) (LDA score > 2) [14], we found that families *Ruminococcaceae*, *Peptostreptococcaceae*, and *Christensenellaceae* were enriched in male obese mice, while the families *Odoribacteraceae*, *Turicibacteraceae*, *Bifidobacteriaceae*, and F16 were enriched in male lean mice (Fig. 1a). Comparing female obese mice and lean mice, we found families *Ruminococcaceae*, *Christensenellaceae*, *Lachnospiraceae*, and *Coriobacteriaceae* were also enriched in obese mice, while *Bifidobacteriaceae*, S24_7, and *Clostridiaceae* were enriched in lean mice (Fig. 1b).

**Fig. 1:**
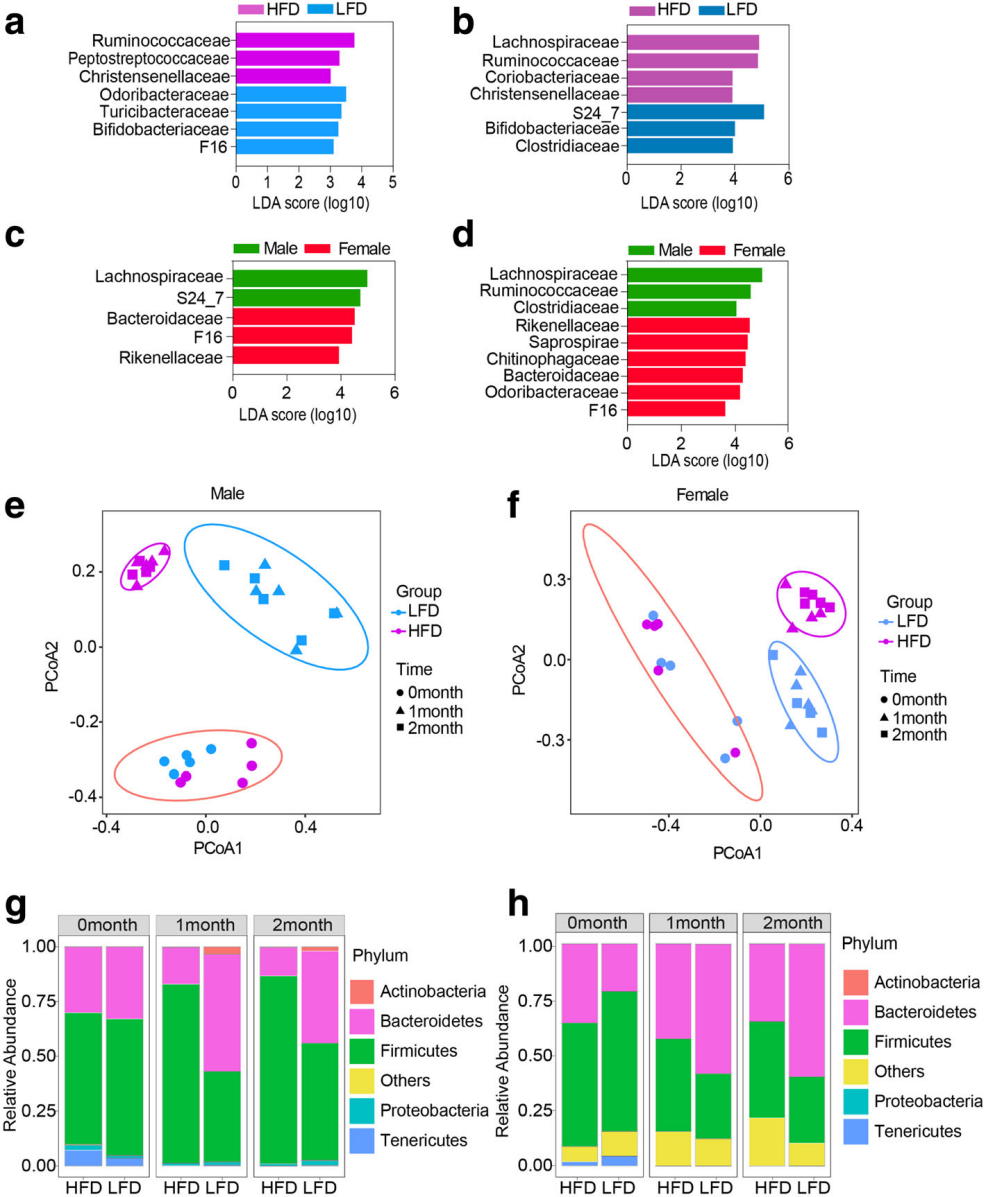
High fat diet shaped host microbiota prior to the appearance of obesity in a sex-dependent manner. **a**, **b** Linear discriminant analysis effect size (LDA) at family level for bacteria from male (**a**) and female (**b**) mice on different diets for 20 weeks. **c**, **d** LDA showed differentially enriched microbiota in HFD (**c**) and LFD (**d**) groups in male and female mice at family level. **e**, **f** Principal coordinate analysis (PCoA) of Bray-Curtis distance for bacteria at 0, 1, and 2 months of the two diets in male (**e**) and female (**f**) mice. **g**, **h** Relative abundance of bacteria at phylum level in male (**g**) and female (**h**) mice fed a HFD or LFD for 0, 1, and 2 months of the two diets. n = 10 per group for 16s sequencing analysis; n = 4–5 per group for the time-course study

Obesogenic diets, such as the HFD employed here, induce sex-specific patterns of adipogenesis [15], which involves a complex and highly orchestrated program of gene expression. Within 5 weeks, male mice on the HFD became moderately obese by gaining 22% more weight than mice on the LFD [16], while females took more than 10 weeks to reach this metric (Additional file 2: Figure S1a). In order to understand the relationships between sex-specific weight gain, diet, and the microbiome, we compared the gut microbiome composition between two genders. We found that the gut microbiome was significantly different between males and females independent of diet (Fig. 1 c, d; Additional file 2: Figure S3a–d). At the phylum level, the diet-dependent changes in relative abundance of the large taxa *Bacteriodetes* and *Firmicutes* differed by sex (Additional file 2: Figure S3c, d). Additionally, there were sex-specific differences in bacterial composition on both the HFD (Fig. 1c) and the LFD (Fig. 1d). Thus, the differential weight gain between males and females may reflect differences in composition and physiology of the respective gut microbiota.

To understand how diet and obesity change the gut microbiota, we sequenced the 16S rDNA from fecal samples collected from male and female mice before and after exposure to the HFD and LFD for 4 and 8 weeks (Additional file 3: Table S2c, d). PCoA showed that diet could shape the gut microbiota in as little as one month in both sexes (Fig. 1 e, f) as we observed discriminative separation between the two groups. The relative abundance of different bacteria began to resemble that of mice that were on the HFD for 20 weeks with high abundance of *Firmicutes* and low *Bacteroidetes* levels (Fig. 1 g, h), suggesting that, to some extent, gut microbiota composition reflects the host diet rather than obesity itself. Compared to males, the increase in levels of *Firmicutes* following administration of the obesogenic diet is substantially slower in females (Fig. 1 g, h). As *Firmicutes* are associated with increased energy harvest from food, this difference between the male and female microbiome may be causally associated with sex-dependent weight gain on an obesogenic diet.

Short chain fatty acids (SCFA) are a key metabolite produced by certain gut bacteria that provide an important source of energy for colonic epithelia [8]. In order to determine whether alterations in gut microbiota composition also changed the production of SCFA, we measured SCFA levels in fecal samples by GC-MS. We detected ten SCFA, the most prevalent being acetate, butyrate, and propionate. Interestingly, we found butyrate levels were significantly decreased in male mice fed HFD (48.0 ± 10.2 μg/g fecal sample) compared to LFD (143.7 ± 36.5 μg/g fecal sample) (Additional file 2: Figure S3e), while in female mice we observed more modest decreases in butyrate on the HFD (38.0 ± 14.2 μg/g fecal sample) compared to LFD (62.9 ± 14.4 μg/g fecal sample) (Additional file 2: Figure S3f). Overall, these findings suggested that there were both qualitative and quantitative differences in the gut microbiome and their metabolites between obese and lean mice and that the differences were sex specific.

### Diet and obesity modified the enhancer landscape and transcriptome in colon epithelium

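Colon epithelium from male and female mice kept on the HFD or the LFD was used for ChIP-seq of H3K27ac, a mark of active enhancers and promoters, and of H3K4me1, a mark of enhancers whether active or poised. Each sex, diet and mark had 3 biological replicates. The methods state that unique, de-duplicated reads aligned to mm9 were passed to SICER with a window of 200 bp. The authors deposited 1 peak list per library, with the start and end of each peak and no score, height or p-value. The number of reads behind each list is not in the files, so the depth is unknown, and the values given here rest on the presence or absence of a peak. Apart from 1 peak on an unplaced sequence, all peaks lay within the chromosomes of the NCBIM37 reference, which is mm9. Every male list of these marks had at least 2 peaks on the Y chromosome and no female list had any. Peaks of the compared libraries that overlapped by at least 1 bp were merged into regions. A region was assigned to a diet group when at least 2 of its 3 replicates had a peak in it. TSS were those of the protein-coding transcripts of GENCODE vM1. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1.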

To understand whether and how diet and obesity impact enhancers, promoters, and gene expression in colonic epithelium, we generated genome-wide maps for H3K4me1 and H3K27ac by chromatin immunoprecipitation sequencing (ChIP-seq) in colon epithelial cells. 

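Males had 41160.3 ± 1559 H3K27ac peaks per library (SD, n = 3) on the HFD and 40487 ± 1290.4 (SD, n = 3) on the LFD, a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.7). Their H3K4me1 lists held 76684 ± 4126 peaks (SD, n = 3) and 78149 ± 1873 (SD, n = 3), respectively (exact permutation test, p = 0.6). In females, 41573 ± 1296 H3K27ac peaks (SD, n = 3) on the HFD stood against 39076 ± 841 (SD, n = 3) on the LFD, and every HFD library had more peaks than every LFD library (exact permutation test, p = 0.1). The H3K4me1 lists of females were separated in the same way, with 76123 ± 1190.4 (SD, n = 3) and 72967 ± 1005 peaks (SD, n = 3) (exact permutation test, p = 0.1). The female H3K27ac peaks covered 115 ± 5.83 Mb (SD, n = 3) on the HFD and 103 ± 2.29 Mb (SD, n = 3) on the LFD.

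Over the 12 libraries of a mark, with the diets permuted within each sex, HFD libraries had 1585 more H3K27ac peaks (two-sided exact permutation test, p = 0.075) and 845.5 more H3K4me1 peaks (p = 0.62), with values from 149 without HFD male replicate 3 (p = 0.95) to 2031 without HFD male replicate 2 (p = 0.065). With single libraries left out the H3K27ac difference kept its direction, from 1264 peaks without HFD male replicate 3 (exact permutation test, p = 0.15) to 2019 without HFD male replicate 1 (p = 0.025), and it was 1942 without LFD male replicate 1 (p = 0.03). The diet effect in females exceeded that in males by 1823 H3K27ac peaks (exact permutation test of the difference, p = 0.315) and 4621 H3K4me1 peaks (p = 0.105). In males the direction depended on the replicates: without replicate 3 of each diet the HFD had 509 fewer H3K27ac peaks (a difference of −509), and without replicate 2 it had 1586 more H3K4me1 peaks. Merged over the 6 libraries of each sex, there were 47973 H3K27ac and 85281 H3K4me1 regions in males, and 48175 and 82057 in females.

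**Figure D1:**
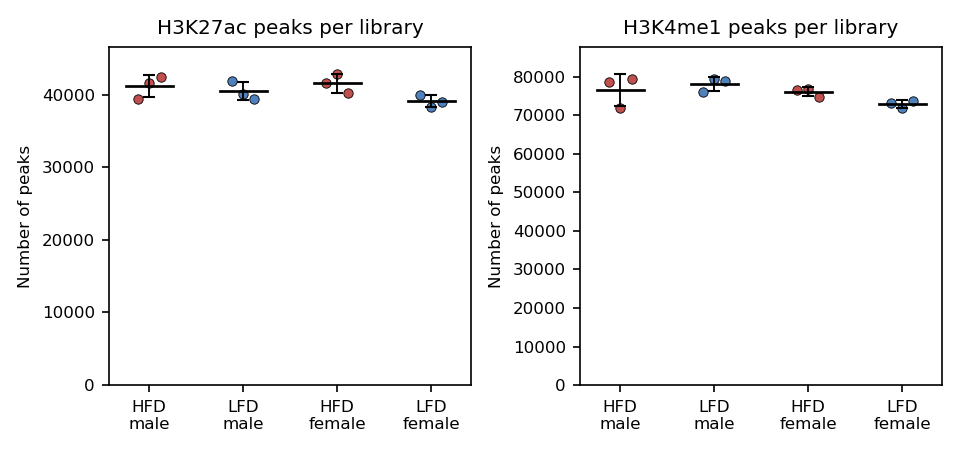
Number of H3K27ac peaks (left) and H3K4me1 peaks (right) per library in HFD and LFD mice of each sex, with points for libraries, lines for means and error bars for the SD (n = 3). In females every HFD library lies above every LFD library for both marks, and in males the diets overlap.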

In sum, we identified ~ 45,000 and ~ 85,000 regions containing H3K27ac and H3K4me1 in both males and females. Regions with both H3K27ac and H3K4me1 markers are typically classified as active enhancers, while those carrying only H3K4me1 are poised enhancers. 

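An H3K4me1 region was counted as an active enhancer when it overlapped an H3K27ac region of the same group and as a poised enhancer when it did not. HFD males had 35018 active and 34436 poised enhancers among 69454 H3K4me1 regions. In LFD males 33730 of 70767 regions were active and 37037 poised. HFD females had 34247 active and 34092 poised enhancers among 68339 regions, and LFD females 31490 and 33504 among 64994. The active share was thus 50.4% and 47.7% in HFD and LFD males and 50.1% and 48.5% in HFD and LFD females. Counted in single replicates, active enhancers numbered 38045 ± 1837 (SD, n = 3) in HFD males, 37177 ± 997 (SD, n = 3) in LFD males, 37918 ± 1066 (SD, n = 3) in HFD females and 34992 ± 723 (SD, n = 3) in LFD females. The number of poised enhancers per replicate was 38639.7 ± 4693 (SD, n = 3), 40972 ± 2852 (SD, n = 3), 38205 ± 187 (SD, n = 3) and 37975 ± 490.3 (SD, n = 3) in the same order. Of the other definitions tried, a required overlap of at least 50% of the H3K4me1 region moved these numbers most, to 26337 active and 43117 poised enhancers in HFD males.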

We merged the biological replicates in each group and found that there were nearly identical numbers of poised enhancers and active enhancers in both groups (Fig. 2a; Additional file 2: Figure S4a). 

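Of the active enhancers of either diet in males, 30069 were shared, 2698 were found on the HFD alone and 2029 on the LFD alone, so that 86.4% were shared (95% Clopper-Pearson interval, 86.1% to 86.8%). In females 28279 were shared, 3862 were HFD only and 1269 LFD only, or 84.6% shared (84.3% to 85.0%). Active promoters, taken as H3K27ac regions within 1000 bp of a TSS, were shared for 95.0% in males (94.5% to 95.3%; 10966 shared, 355 HFD only, 228 LFD only). The shared part in females was 94.4% (93.9% to 94.8%; 10964 shared, 445 HFD only, 211 LFD only). These intervals cover counting error only. To set the diets against the replicates, the same percentages were taken for pairs of single libraries. Male libraries shared on average 78.2% of active enhancers within a diet (6 pairs) and 78.3% between diets (9 pairs), and female libraries 77.6% and 76.9%. For promoters the averages within and between diets were 91.5% and 91.6% in males, and 91.7% and 91.5% in females. The diets thus differed about as much as replicates of 1 diet did, for both kinds of region. When the overlap had to cover at least 50% of the H3K4me1 region, the shared part of active enhancers fell most, to 69.6% in males and 65.7% in females.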

A comparison of the overlap between active enhancers and active promoters in obese and lean mice indicated that differential enrichment was found more frequently in enhancer regions (82.2% overlap in males, 79.2% overlap in females) than in promoters (92.2% overlap in males, 90.8% overlap in females) (Fig. 2b; Additional file 2: Figure S4b).

**Fig. 2:**
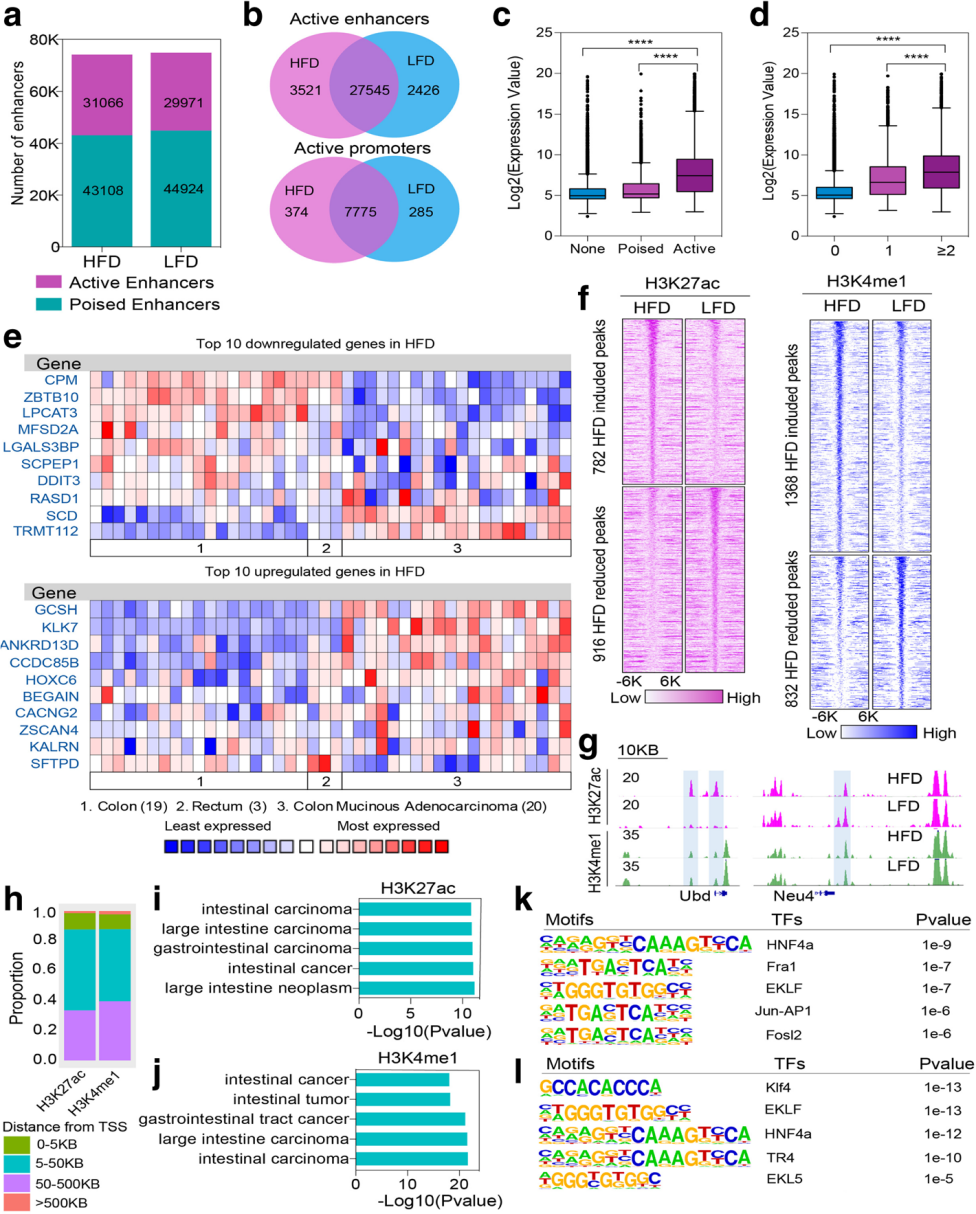
Diet and obesity altered the host transcriptome and epigenome. **a** Numbers of active (marked with both H3K27ac and H3K4me1) and poised enhancers (marked with H3K4me1 only) in obese and lean mice. **b** Overlap analysis of active enhancers and active promoters in obese and lean mice. **c** Expression levels at genes with none, poised, or active enhancers in colonic epithelium from animals on HFD. **d** Expression levels at genes with none, one, or more than one active enhancer in colonic epithelium in animals on LFD. **e** Oncomine analysis of differentially expressed genes from animals on HFD compared to differentially regulated genes from normal colon, normal rectum, and colon mucinous adenocarcinoma (groups 1, 2, and 3, respectively). **f** Heatmap of different enrichment loci of H3K27ac and H3K4me1 from colonic epithelium in mice on different diets. **g** Representative genome browser shot of differentially enriched loci of H3K27ac and H3K4me1 from colonic epithelium in mice on different diets. **h** Proportion of genes with different distances from differentially enriched loci for H3K27ac and H3K4me1 to transcription start site. **i**, **j** IPA analysis of differential enrichment loci of H3K27ac (**i**) and H3K4me1 (**j**). **k**, **l** Motif analysis of differential enrichment loci of H3K27ac (**k**) and H3K4me1 (**l**). ∗∗∗∗*p* < 0.0001

To investigate the relationship between enhancer status and gene expression, we assigned each identified enhancer to the closest transcription start site (TSS), allowing a maximal distance of 10 kb. Genes associated with active enhancers show, on average, higher expression levels than genes associated with poised enhancers and higher than genes without any enhancers, in both male and females, in both HFD and LFD groups (Fig. 2c; Additional file 2: Figure S4c, e, g). Interestingly, expression levels generally increased with the number of active enhancers associated with a given gene (Fig. 2d; Additional file 2: Figure S4d, f, h), suggesting that enhancers act together to define the expression level of their target genes.

Since enhancer marks showed a strong correlation with gene expression, we next asked how obesity changed the host gene expression profile and epigenome. Using the Mouse Transcriptome gene chip, we found 134 and 68 differentially expressed transcripts in obese males and females, respectively, with a *p* value < 0. 001 [17] (Additional file 4: Table S3). We validated differentially expressed genes by qPCR (Additional file 2: Figure S5a–d). We previously found that obesity drives epigenomic alterations in colonic epithelium resembling cancer progression in mice when analyzing animals from a colony known to be positive for pathogens [18]. To understand whether the differentially expressed genes in obese mice with commensals may resemble changes evident in human colorectal cancer, we compared differentially expressed genes in our study to colorectal cancer data sets in Oncomine (http://oncomine.org). We evaluated the top ten genes that were most highly up- and downregulated in our study across both normal and colon cancer data sets; strikingly, the majority changed in the same direction in obese mice when comparing normal colon with colon mucinous adenocarcinoma (Fig. 2e; Additional file 2: Figure S4i) in both sexes.

Analysis with Diffbind [19] revealed nearly 2000 loci with significantly (FDR < 0.01, fold change > 2) increased or decreased ChIP signal for H3K27ac and H3K4me1 (Fig. 2f, g; Additional file 2: Figure S4j). 

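DiffBind compares reads, which peak lists do not hold, so a presence and absence measure was taken in its place: regions with a peak in all 3 libraries of one diet and in none of the other, called exclusive regions here. Males had 311 exclusive H3K27ac regions among 47973 merged regions, 228 of them on the HFD and 83 on the LFD. They had 469 exclusive H3K4me1 regions, 136 on the HFD and 333 on the LFD. Females had 434 exclusive H3K27ac regions (389 HFD, 45 LFD) and 558 exclusive H3K4me1 regions (428 HFD, 130 LFD). Other divisions of the same 6 libraries into 3 and 3 gave a median of 264 regions for male H3K27ac, 518 for male H3K4me1, 267 for female H3K27ac and 521 for female H3K4me1. The division by diet gave the highest count of the 10 divisions only for female H3K27ac, and with 10 divisions the share of chance cannot go below 0.1. Over both sexes, 3 H3K27ac regions were present in all 6 HFD libraries and in no LFD library, and no region showed the opposite. For H3K4me1, 4 regions were HFD only and 1 was LFD only in the same sense. A looser requirement, a peak in at least 2 libraries of one diet and none of the other, raised the counts of male H3K4me1 (2876), female H3K27ac (2315) and female H3K4me1 (3074) most. Leaving out replicate 1, 2 or 3 of both diets also raised every count, since fewer libraries then have to coincide: to between 1327 and 1857 for male H3K27ac, 2491 and 2686 for male H3K4me1, 1750 and 1989 for female H3K27ac and 2637 and 2722 for female H3K4me1, and over both sexes to between 51 and 115 for H3K27ac and 69 and 112 for H3K4me1.

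The widest exclusive H3K27ac region of HFD males spanned 4200 bp on chromosome 5 of mm9, from 65485601 to 65489800, between genes and 4.91 kb from the TSS of Tmem156. That of LFD males lay on chromosome 2 from 129852201 to 129858000 and touched an exon of Tgm3. In HFD females it lay in an intron of Capzb (chromosome 4, 138803401 to 138808600), and in LFD females in an intron of Gsk3b (chromosome 16, 38094801 to 38098200). For H3K4me1 the widest HFD region was on chromosome 19 from 46681001 to 46685800 at D19Wsu162e in males and on chromosome 7 from 35068601 to 35074200 at 4931406P16Rik in females. The widest H3K27ac region of the HFD in both sexes lay between genes on chromosome 9, from 57146401 to 57150200. These regions were picked by width, after the lists were compared.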

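Distances were measured from the centre of each region to the nearest TSS. Of the exclusive H3K27ac regions of males, 13.5% lay within 5 kb of a TSS, against 30.7% of all merged H3K27ac regions. Regions with a peak in as many libraries, but in other combinations, could have been exclusive and serve as background, and 16.8% of them lay within 5 kb (two-sided Fisher's exact test, p = 0.147). The female H3K27ac values were 17.3% of exclusive regions and 17.6% of the background (Fisher's exact test, p = 0.946), with 31.5% of all merged regions. Exclusive H3K4me1 regions lay within 5 kb of a TSS for 13.9% in males (background 16.3%, Fisher's exact test, p = 0.187) and 17.2% in females (background 16.5%, p = 0.673). All merged H3K4me1 regions did so for 25.3% and 25.5%. The median distance of exclusive H3K27ac regions was 23.1 kb in males and 22.0 kb in females. The exclusive regions and their background, seen in as many libraries, were thus both less often within 5 kb of a TSS than all merged regions.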

As expected, these differentially enriched loci were mostly located far from TSS, and were classified as enhancers (Fig. 2h; Additional file 2: Figure S4k). 

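Among the 311 exclusive H3K27ac regions of males, 307 overlapped a merged H3K4me1 region of the same sex, or 98.7% (95% Clopper-Pearson interval, 96.7% to 99.6%). In females 423 of 434 did, or 97.47% (95.5% to 98.7%). The share was 97.4% of all merged H3K27ac regions in males and 96.9% in females. Background regions, with a peak in as many libraries in other combinations, overlapped H3K4me1 for 97.7% in males (two-sided Fisher's exact test, p = 0.310) and 98.1% in females (p = 0.351).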

Next, we asked whether those H3K27ac differentially enriched loci overlapped with H3K4me1; we found more than 85% were enriched with H3K4me1 in both males and females (Additional file 2: Figure S4l), suggesting that obesity-induced changes mainly occurred at enhancer loci that were already poised. Consistent with our previous study, Ingenuity Pathways Analysis (IPA) revealed a number of enriched pathways within genes near these loci, most of which were associated with gastrointestinal diseases, such as intestinal cancer (Fig. 2i, j; Additional file 2: Figure S4m, n).

Enhancer regions harbor transcription factors, which bind cognate *cis*-acting DNA sequences and enable selective gene expression and regulation. To explore differential transcription factor occupancy in our system, we used HOMER [20] to determine which transcription factor binding motifs were present in these differentially enriched loci. The most significantly enriched motifs (Fig. 2k, l; Additional file 2: Figure S4o, p) exhibited striking concordance across different histone marks, suggesting mechanistic similarities in the biological response to obesity. 

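Motif matches were counted on the mm9 sequence of each region with the cores of the logos in Fig. 2k, written in IUPAC code: CAAAGKYCA for HNF4α, TGASTCA for the bZIP factors (AP-1) and GGGTGTGG for EKLF. The paper's background was random genomic fragments, whereas here exclusive regions were set beside regions present in as many libraries in other combinations, and beside windows of the same width 10000 bp away. In males the HNF4α core occurred in 18.6% of exclusive H3K27ac regions, 18.1% of background regions (two-sided Fisher's exact test, p = 0.816) and 10.5% of distant windows. The AP-1 core occurred in 37.9%, 32.9% and 28.8% (Fisher's exact test against background, p = 0.0757, adjusted p = 0.397 over 105 motif tests). EKLF matches were found in 17.7% of exclusive and 18.0% of background regions. Female exclusive regions held the AP-1 core in 39.6%, background regions in 34.1% and distant windows in 28.8% (Fisher's exact test, p = 0.0293, adjusted p = 0.257). Taken for the HFD alone, the AP-1 share in females was 41.6% (Fisher's exact test, p = 0.00434, adjusted p = 0.0988), while the 45 regions exclusive to the LFD held it in 22.2%, below the background (p = 0.112, adjusted p = 0.439). The EKLF core occurred in 21.2% of female exclusive regions and 18.2% of the background. From the motifs shared between the histone marks, the paper proposes mechanistic similarities in the response to obesity.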

In H3K27ac enriched loci, the top five enriched motifs corresponded to the known consensus binding sequences for nuclear receptors (NR; HNF4α), basic leucine-zipper (bZIP; FRA1, JUN-AP1 and FOSL2), and zinc finger (ZF; EKLF) family transcription factors in males, and to sequences for binding of ZF (EKLF) and bZIP (FOSL2, JUN-AP1, FRA1, and ATF3) in females (Fig. 2k; Additional file 2: Figure S4o). 

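The same cores were counted at the exclusive H3K4me1 regions. In males HNF4α matches were found in 13.6% of exclusive regions and in 17.8% of background regions, a lower share at the exclusive regions (two-sided Fisher's exact test, p = 0.0251, adjusted p = 0.240), while distant windows held 8.74%. The lower share was that of the regions exclusive to the LFD (11.4%, Fisher's exact test, p = 0.00264, adjusted p = 0.0988), and those exclusive to the HFD held 19.1% (p = 0.651). In females the shares were 18.5%, 15.8% and 9.68% (Fisher's exact test, p = 0.113), with 12.3% for the LFD (p = 0.328) and 20.3% for the HFD (p = 0.0195, adjusted p = 0.227). AP-1 matches occurred in 29.9% of exclusive and 30.6% of background regions in males, and in 33.9% and 32.3% in females. EKLF matches occurred in 20.5% and 18.0% in males, and in 18.1% and 19.6% in females. None of the 15 tests of either comparison passed an adjusted p of 0.05, and 2 in each had an unadjusted p under 0.05.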

At H3K4me1 enriched loci, we also found that motifs for the NR, bZIP, and ZF families were highly enriched in both males and females (Fig. 2l; Additional file 2: Figure S4p).

### Diet and obesity affected HNF4α binding in colon epithelium

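HNF4α ChIP-seq from male mice is represented by 2 peak lists for the HFD and 2 for the LFD. The authors called peaks with HOMER at default settings, and the deposited lists hold only the start and end of each peak, at 1 fixed width per library between 220 and 242 bp. Without reads or scores the depth is unknown, and no test of signal per site was possible. The HFD lists held 22640 and 22506 peaks and the LFD lists 27766 and 21308. That is 22573 ± 94.8 (SD, n = 2) and 24537 ± 4567 (SD, n = 2), with a difference within the spread of the LFD libraries (two-sided exact permutation test, p = 1, the smallest p possible being 0.333). A binding site of a diet group was defined as a merged site with a peak in both replicates.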

To understand whether diet and obesity can affect the distribution of a model signal responsive transcription factor, we carried out ChIP-seq for the nuclear receptor HNF4α in lean and obese male mice (Fig. 3a–h). In total, we identified 21,594 HNF4α binding sites in the control diet (LFD) group. 

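In the LFD group 12961 sites had a peak in both replicates, or 35.9% of the 36113 sites with a peak in either. The Jaccard index of base pairs was on average 0.292 between replicates of 1 diet and 0.296 between libraries of different diets, over the 4 HNF4α lists. Of the definitions tried, counting a site with a peak in either replicate moved the number most. Replicate 1 alone had 27766 sites and replicate 2 alone 21308. The core CAAAGKYCA occurred in 23.3% of the LFD sites and in 1.77% of windows of the same width 1000 bp away, a 13.1-fold difference.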

To understand the genome-wide distribution of HNF4α, we compared binding sites with transcriptional regulatory sequences and found that most sites were far from TSS and localized in intergenic regions (Fig. 3a, b). 

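Of the LFD sites, 29.0% had their centre within 5 kb of a TSS, 48.4% between 5 and 50 kb, 21.9% between 50 and 500 kb and 0.648% farther away, with a median distance of 15.1 kb. A total of 12.3% lay in promoters (1000 bp upstream to 100 bp downstream of a TSS), 43.8% in gene bodies and 43.9% between genes. H3K27ac regions of LFD males covered 86.8% of these sites, H3K4me1 regions 94.3%, and 1.60% overlapped neither mark. The distances were the alternative that depended most on the annotation, with 26.3% within 5 kb when the gene starts of the deposited RNA-seq table were used as TSS, a choice made after the data were seen.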

Compared to the control diet (LFD) group, HNF4α has similar genome-wide localization in obese animals, although there was a modest decrease in the number of binding events (18,658 binding sites; ~ 15% decline). 

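HFD mice had 11995 sites with a peak in both replicates, 7.45% fewer than LFD mice. Without replicate 2 of each diet the decline was 18.5%, and without replicate 1 the HFD had more sites, a decline of −5.62%, so the direction rested on LFD replicate 1. The places of the sites differed little: 27.5% lay within 5 kb of a TSS, 49.8% at 5 to 50 kb, 22.0% at 50 to 500 kb and 0.600% beyond. Promoters held 10.6% of the HFD sites, gene bodies 44.6% and intergenic sequence 44.9%. H3K27ac of HFD males was present at 89.2% of them and H3K4me1 at 94.7%.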

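Of the sites with a peak in both replicates of a diet, 8436 were common to the diets (51.1%), 3559 were found on the HFD only and 4525 on the LFD only. Merged over the 4 libraries there were 49525 sites, of which 8494 (17.2%) had a peak in every library and 27384 (55.3%) in a single library. A peak in both HFD lists and in no LFD list was found at 929 sites, and the reverse at 1564, 2493 in all. The other 2 ways to divide the 4 libraries into pairs gave 2686 and 2902 such sites, more than the division by diet. Without replicate 1 or replicate 2 of both diets, which leaves 1 library against 1, 21822 and 21656 sites were found in a single diet. The widest site of the HFD alone was on chromosome 13 of mm9 from 93616257 to 93616737, in an intron of Mtx3, and the widest of the LFD alone on chromosome 2 from 11699840 to 11700288, at Ankrd16, 0.054 kb from its TSS. Of the diet-exclusive sites 33.6% lay within 5 kb of a TSS, compared with 32.3% of sites seen in 2 libraries of different diets (two-sided Fisher's exact test, p = 0.238). Taken by diet, in a test added after the data were seen, 36.3% of LFD-exclusive sites (Fisher's exact test, p = 0.0032, adjusted p = 0.0224 over the 14 groups of all comparisons) and 29.2% of HFD-exclusive sites (p = 0.0624, adjusted p = 0.218) did. These tests, too, describe sites rather than animals.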

Although the majority of HNF4α-enriched loci are unaffected by diet, we did identify 1289 binding sites with differential enrichment (Fig. 3c, d). 

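The CDX2 core TTTATKGC, read from the logo in Fig. 3e, was found in 7.14% of the HNF4α sites exclusive to a diet and in 5.65% of the sites seen in 2 libraries of different diets (two-sided Fisher's exact test, p = 0.0119, adjusted p = 0.178). In windows 1000 bp away it was found in 2.17%. Taken by diet, the CDX2 core was found in 8.07% of HFD-exclusive sites (Fisher's exact test, p = 0.00565, adjusted p = 0.0988). Of LFD-exclusive sites 6.59% held it (Fisher's exact test, p = 0.180, adjusted p = 0.528). At all sites of the HFD and LFD groups the share was 6.51% and 6.26%. The HNF4α core itself occurred in 12.9% of the exclusive sites and 14.5% of the others. AP-1 matches were rarer at the sites exclusive to the LFD (11.4%) than at the others (15.1%, p = 0.000199), and this was the only one of 105 motif tests with an adjusted p under 0.05 (0.0209, Fisher's exact test). The sites exclusive to the HFD went the other way, with AP-1 in 16.7% (Fisher's exact test, p = 0.219, adjusted p = 0.562). These tests count sites from 2 libraries per diet, so they describe sites rather than animals. Widths differed as well, with medians of 260 bp at LFD-exclusive, 282 bp at HFD-exclusive and 269 bp at the other sites. The shares were not adjusted for width, so a difference by diet cannot be read from them alone.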

Motif analysis showed that factors including CDX2, known to coregulate genes in colon involved in lipid uptake and metabolism [21], were enriched at differentially occupied HNF4α-bound loci (Fig. 3e).

**Fig. 3:**
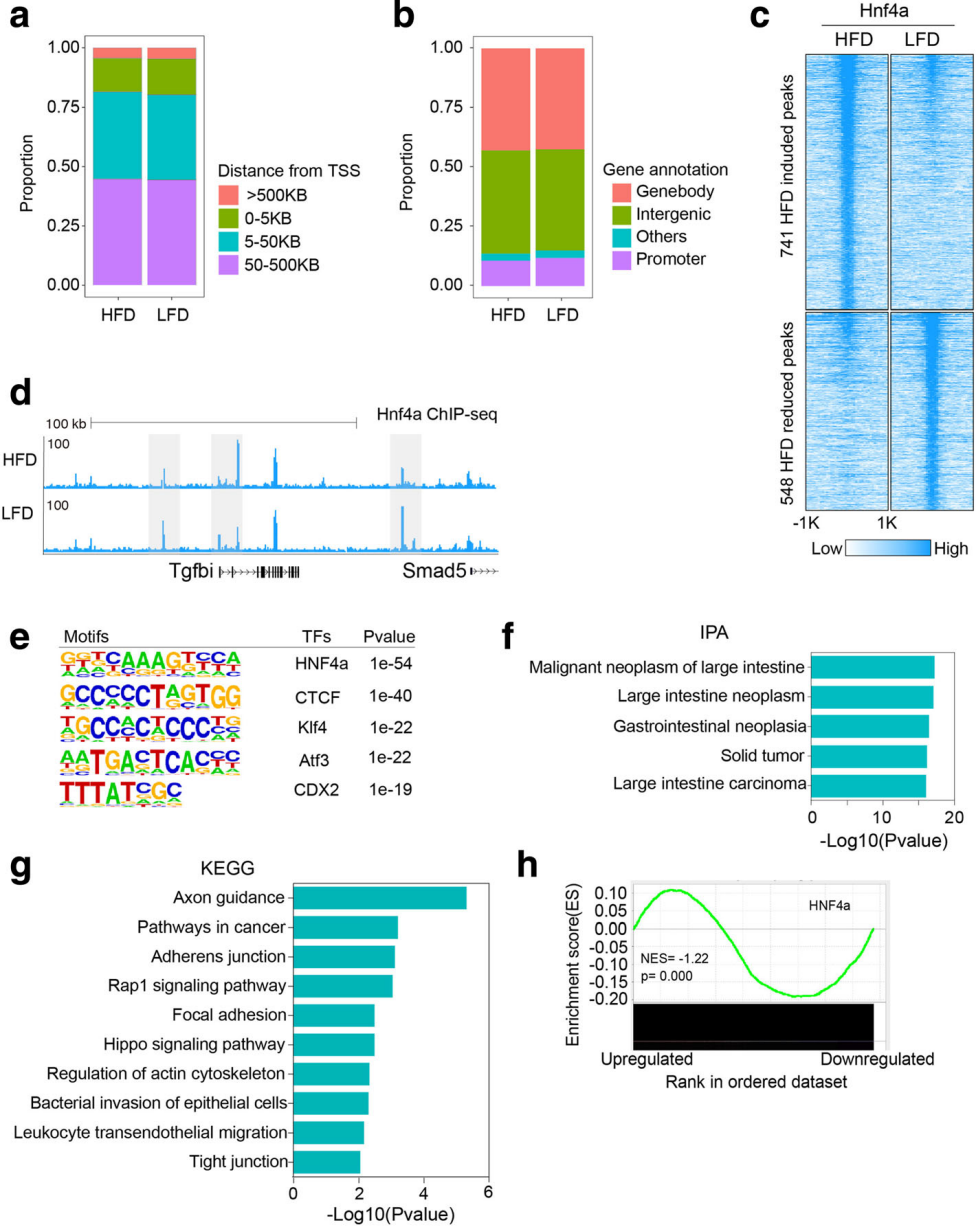
Diet and obesity altered HNF4α binding in colon epithelium. **a** Proportion of genes with different distances from HNF4α binding sites to TSS. **b** HNF4α binding site distribution in the genome. **c** Heatmap of differential HNF4α enrichment in colonic epithelium as a function of diet. **d** Representative genome browser shot of differentially enriched loci. **e** Motif analysis of differential enrichment of HNF4α. **f** IPA analysis of differential enrichment of Hnf4α. **g** KEGG analysis of different enrichment of HNF4α in HFD and LFD groups. **h** GSEA analysis of target gene sets of HNF4α

IPA analysis showed that genes near these differential binding sites were enriched in a number of pathways associated with gastrointestinal diseases, including colon cancer (Fig. 3f). KEGG analysis also showed that genes with differential HNF4α binding were enriched in pathways that are integral to maintenance of the homeostasis of the intestine (Fig. 3g). Integration of HNF4α ChIP-seq and gene expression data demonstrated that genes with HNF4α binding sites were enriched in the genes downregulated in the HFD group compared to the LFD group (Fig. 3h). These data suggest that a subset of the transcriptional program downstream of HNF4α is reprogrammed by obesity and the accompanying alterations in microbiome.

### Gut microbiota transplantation induced a pre-obesity phenotype

To decipher the relationships between gut microbiome, diet, and host epigenome, we carried out microbiota transplantation/diet studies. Fecal samples prepared fresh from male donor mice fed the LFD or HFD were introduced into 6-week-old male and female germ-free mice fed either the LFD or the HFD (Fig. 4a). Interestingly, we found that male recipient mice fed the obesogenic (HFD) diet and receiving bacterial transfer from obese animals (HFDHFB) gained more weight than those receiving bacteria from controls (HFDLFB) (Fig. 4b), while female recipient mice did not (Additional file 2: Figure S6a). This difference was not seen in groups on the control diet, suggesting that the combination of bacterial transfer from obese animals and the obesogenic diet has a compound and sex-specific effect on the host. We also performed a glucose tolerance test and found blood glucose levels were slightly higher in animals on the control diet that received bacterial transfer from obese animals (the LFDHFB group; Fig. 4c–f). These observations indicate that the microbiome–diet interaction, presumably through bacterial metabolites produced from the host diet, induces metabolic changes and/or weight gain in the host.

**Fig. 4:**
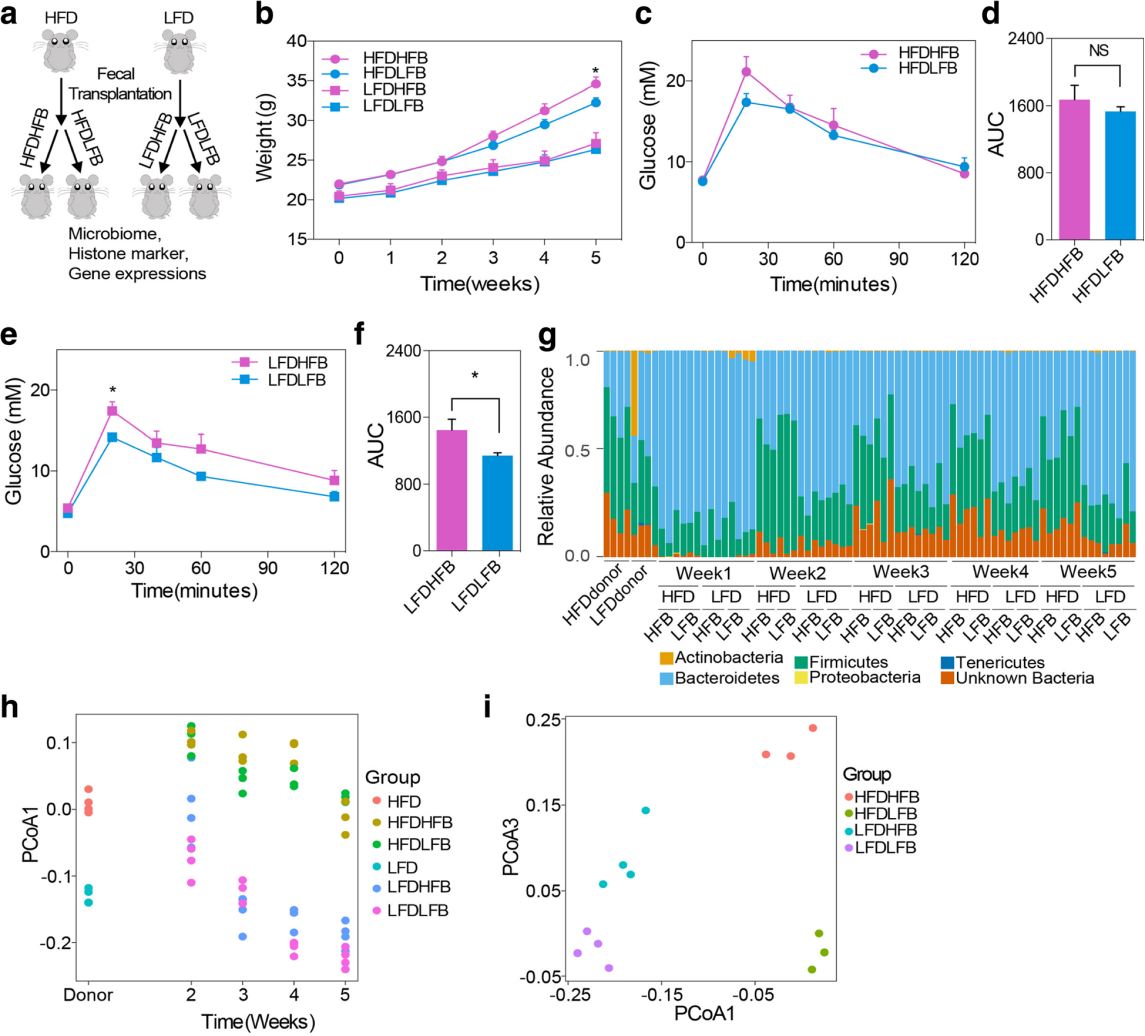
Bacteria transplantation induced a pre-obese phenotype in mice. **a** Study design of bacterial transplantation. **b** Weights of germ-free mice on either HFD or LFD that have been transplanted with either high fat bacteria (*HFB*) or low fat bacteria (*LFB*). **c**, **d** Time course and area under the curve (*AUC*) for IPGTT of mice in HFDHFB and HFDLFB groups. **e**, **f** Time course and AUC for IPGTT of mice in LFDHFB and LFDLFB groups. **g** Relative abundance of bacteria at phylum level in mice for 5 weeks with different bacterial transplantation and diets. **h** PCoA of unweighted Unifrac distances over time for bacteria from animals with different bacteria and diets. **i** PCoA of unweighted Unifrac distances at week 5 for mice with different bacteria and diets. Data are presented as mean ± standard error of the mean. n = 7–8 per group (weight and IPGTT) or 3–4 per group (16s sequencing). ∗*p* < 0.05; *NS* non-significant

Next, we checked the microbiota composition in each group by 16S rDNA sequencing (Fig. 4g; Additional file 5: Table S4). It took nearly one week for bacteria to colonize the gut of recipient mice and analysis of the microbiomes from donor and recipient fecal samples revealed that the recipients all exhibited a consistent shift in microbial diversity that was affected by the diets (Fig. 4g, h; Additional file 2: Figure S6b). In female animals, the bacterial response to diet, as evidenced by the ratio of *Bacteroidetes* to *Firmicutes*, was substantially different than in males (Additional file 2: Figure S6b). Although the recipients’ gut microbiome was shaped dramatically by diet, there remained a difference between those receiving bacteria from obese donors versus those receiving bacteria from control donors (Fig. 4i, j; Additional file 2: Figure S6c).

### Gut microbiota remodel the host epigenome and transcriptome

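H3K27ac ChIP-seq of colon epithelium from male recipients is held as 2 peak lists for HFDHFB and 3 each for HFDLFB, LFDHFB and LFDLFB, where the first part of the name is the recipient's diet and the second the donor's bacteria. The lists were made by the authors with SICER as for the long-term diets and are deposited without scores or read counts. Regions, exclusive regions, TSS distances and motif matches were derived as for the long-term diets. The comparison of HFDHFB and HFDLFB has 2 libraries against 3, for which the smallest p of an exact permutation test is 0.1.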

To characterize the relationship between bacterial status, diet, and active enhancers, we profiled H3K27ac in colon epithelium using ChIP-seq in the animals receiving microbiome transfer. In total, we found ~ 45,000 peaks in both diet conditions. 

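HFDHFB lists held 42486 and 51873 peaks, a mean of 47179.5 ± 6638 (SD, n = 2), and HFDLFB lists 48058 ± 1668 (SD, n = 3), a difference within the spread of the HFDHFB lists (two-sided exact permutation test, p = 0.8). LFDHFB had 42524 ± 876 peaks (SD, n = 3) and LFDLFB 43346 ± 3231 (SD, n = 3) (exact permutation test, p = 0.7). The direction on the HFD followed single libraries. Without replicate 1 of each group HFDHFB had 4230.5 more peaks, and without replicate 2 it had fewer, a difference of −6532. On the LFD, leaving out replicate 2 turned the difference to 782 more peaks in LFDHFB.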

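Among 61972 merged regions of the 5 HFD-fed libraries, 576 had a peak in both HFDHFB libraries and in no HFDLFB library. A further 467 had a peak in all 3 HFDLFB libraries and in no HFDHFB library, 1043 exclusive regions in all. The other 9 divisions of these libraries into 2 and 3 gave between 949 and 1400 regions with a median of 1095. A total of 9 of the 10 divisions, that by donor included, had at least as many as the division by donor. Leaving out replicate 1 of each group, which leaves a single HFDHFB library, moved the count most, to 10030, since fewer libraries then have to coincide. Without replicate 2 and without replicate 3 the counts were 8784 and 2180. Peaks were found in every library at 26804 regions (43.3%). The widest region of HFDHFB alone was on chromosome 13 of mm9 from 104656401 to 104662000, at Erbb2ip, and that of HFDLFB alone on chromosome 3 from 108918401 to 108923200, 5.27 kb from the TSS of Slc25a24.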

In mice fed the obesogenic diet (HFD), we found the transplantation of bacteria from obese donors (HFB) induced an increase in H3K27ac marks at 1303 loci and a reduction at 1355 loci when compared to animals on the same diet that received bacteria from control donors. 

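For the LFD-fed recipients, 60071 regions were merged over 6 libraries. LFDHFB alone had 135 exclusive regions and LFDLFB alone 270, together 405. The other divisions into 3 and 3 gave a median of 397 and a highest count of 557, and 5 of the 10 divisions had as many as the division by donor. Without replicate 1, 2 or 3 of both groups the count was 2020, 2109 and 2519, since fewer libraries then have to coincide. The mean Jaccard index of base pairs was 0.582 between libraries of 1 donor group and 0.583 between the groups on the LFD, and 0.603 and 0.601 on the HFD. The widest region of LFDHFB alone lay in an intron of Pex14 (chromosome 4, 148464401 to 148469200), and that of LFDLFB alone at Ace3 (chromosome 11, 105863201 to 105868000).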

In mice fed the control diet (LFD), bacterial transfer from obese donor animals (HFB) induced an increase at 1265 loci and a reduction at 1185 loci compared to animals on the same diet that received bacterial transfer from control donors (LFB) (Fig. 5a). As expected, differentially enriched loci were far from TSS and were designated as enhancers (Fig. 5b). 

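Of the exclusive regions of HFDHFB and HFDLFB, 16.6% were within 5 kb of a TSS, and their median distance was 20.9 kb. Regions with a peak in 2 or 3 of the 5 libraries in other combinations lay within 5 kb for 16.2% (two-sided Fisher's exact test, p = 0.758), and all merged regions for 27.9%. The 2 groups differed in this: 11.98% of the HFDHFB regions lay within 5 kb, against 16.4% of regions with a peak in any other 2 libraries (Fisher's exact test, p = 0.00519, adjusted p = 0.0242 over the 14 groups of all comparisons). Of the HFDLFB regions 22.3% did, against 16.0% of regions with a peak in any other 3 libraries (Fisher's exact test, p = 0.000839, adjusted p = 0.0117). The test by group was added after the data were seen. In LFD-fed recipients 16.0% of the exclusive regions and 17.2% of the background were within 5 kb (Fisher's exact test, p = 0.579), against 28.5% of all merged regions. Their median distance was 17.8 kb. Regions exclusive both to a long-term diet in males and to a donor on the HFD numbered 8, and 4 of them changed in the same direction. All 8 were found on the HFD alone in the long-term lists, so no test of direction was possible. With a peak in at least 2 libraries of one group and none of the other as the requirement, 41 of 132 did. Of the regions found on the HFD alone, 17 were in HFDHFB only and 84 in HFDLFB only, and of those on the LFD alone 7 and 24. The direction in one experiment was not associated with that in the other (two-sided Fisher's exact test, p = 0.440). That test does not ask whether 41 of 132 departs from chance. Neighbouring regions are not independent, so these tests describe regions rather than animals.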

Using GREAT [22] to annotate the functions of these loci, we found that these loci with altered chromatin features resulting from differences in bacterial donor exhibited an enrichment in metabolism-related pathways regardless of host diet (Fig. 5c, d). This demonstrates that in animals on the same diet, altering microbiota affects host metabolic pathways. Disease ontology analysis showed that genes associated with differentially enriched loci in mice fed the obesogenic diet (HFD) have similar profiles to gene sets expressed in digestive system cancers and gastrointestinal neoplasms. Differentially enriched loci from mice fed the control diet (LFD) were associated most strongly with disease by infectious agent and with genes implicated in diverse conditions not specific to gastrointestinal disease (Fig. 5e, f).

**Fig. 5:**
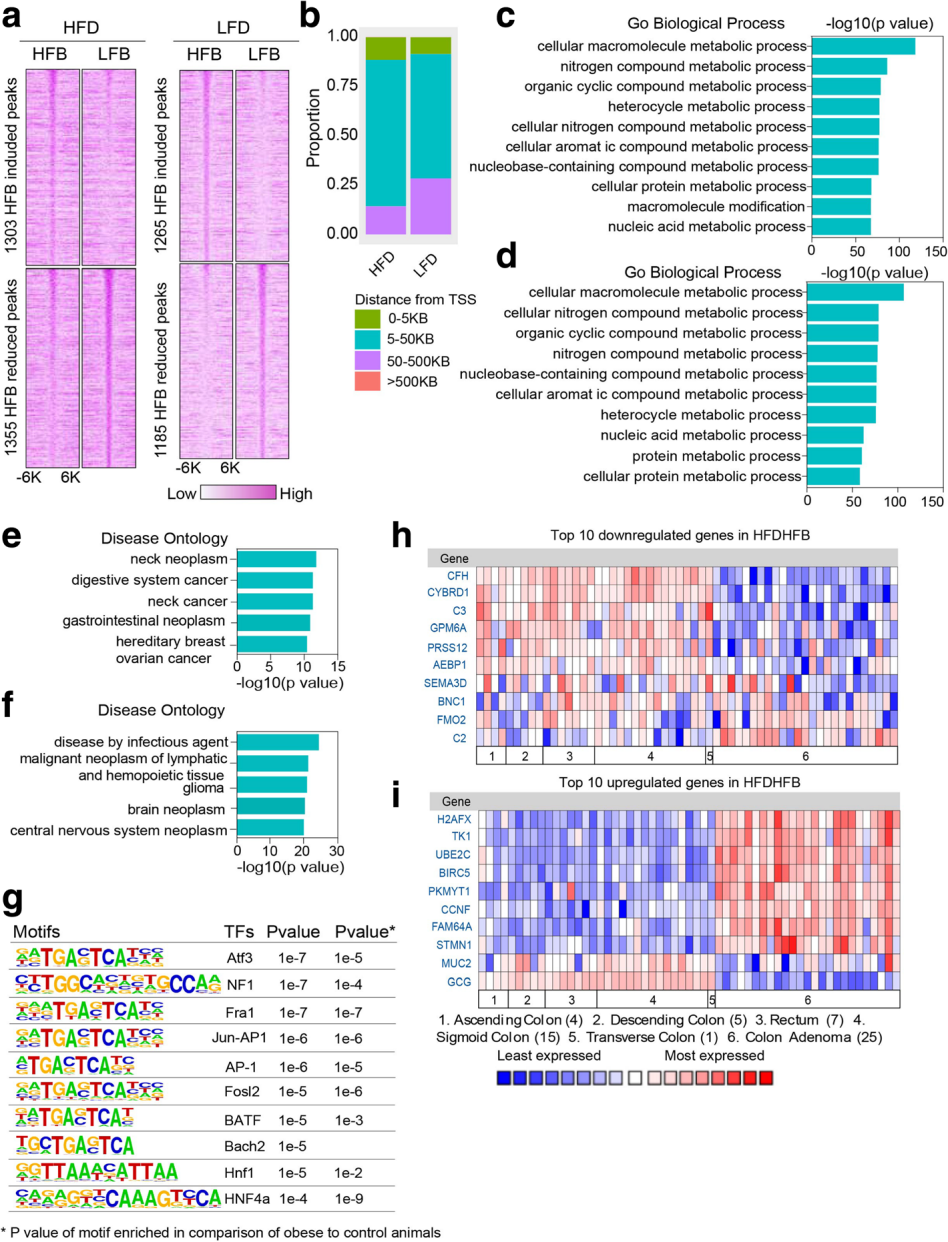
Gene ontology analysis of differentially enriched and expressed genes following manipulation of microbiota and diet. **a** Heatmap of differentially enriched loci for H3K27ac in HFDHFB, HFDLFB, LFDHFB, and LFDLFB groups. **b** Distance of differentially enriched loci from the nearest TSS. **c**, **d** GO analysis of loci with differential enrichment of H3K27ac in HFDHFB and HFDLFB groups (**c**) and LFDHFB and LFDLFB groups (**d**). **e**, **f** Disease ontology analysis in HFDHFB and HFDLFB groups (**e**) and LFDHFB and LFDLFB groups (**f**). **g** Motif analysis of loci with differential enrichment of H3K27ac in HFDHFB and HFDLFB groups (combined). **h**, **i** Oncomine analysis of differentially expressed genes in HFDHFB and HFDLFB groups

Transcription factor motifs underlying these bacteria-dependent differentially acetylated loci were investigated using HOMER [20]. In animals on the obesogenic diet, the differentially acetylated loci were enriched in binding sites for the leucine zipper factor ATF3b and the nuclear receptor HNF4α (Fig. 5g). 

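At the exclusive regions of HFDHFB and HFDLFB the HNF4α core was present in 16.4%, compared with 15.8% of background regions (two-sided Fisher's exact test, p = 0.594) and 10.3% of windows 10000 bp away. The AP-1 core, which is also the core of the ATF3 logo, was present in 31.4% of exclusive regions, 33.1% of background regions (Fisher's exact test, p = 0.300) and 27.3% of distant windows. None of the 15 motif tests of this comparison reached an unadjusted p of 0.05. From the functions annotated to its own differential loci, the paper concludes that altering the microbiota affects host metabolic pathways in animals on the same diet.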

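Table S6 lists ChIP-PCR primers for 7 such loci, 3 named as losses and 4 as gains. All 14 primers were found in the mm9 sequence at the stated positions. The loss loci lay in introns of Tanc1 (chromosome 2, 59555940 to 59556177), Smad1 (chromosome 8, 81902606 to 81902841) and Serpinb6a (chromosome 13, 34012091 to 34012336). No HFDHFB library had an H3K27ac peak at any of them, while 2, 1 and 1 of the 3 HFDLFB libraries had one. Gain loci lay 4.26 kb from the TSS of Wwc2 (chromosome 8, 49080037 to 49080282), in an intron of Oxr1 (chromosome 15, 41677696 to 41677899) and 118 kb from App (chromosome 16, 85291899 to 85292118). Each of these 3 had a peak in 1 of the 2 HFDHFB libraries and in none of the HFDLFB libraries. H3K27ac at the remaining gain locus, on chromosome 4, is not reported here.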

We chose several H3K27ac differentially enriched loci and assessed HNF4α binding by ChIP-pcr. These results were consist with the ChIP-seq analysis conducted on animals on a long-term dietary regimen (Additional file 2: Figure S7a). 

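In the HNF4α peak lists of the long-term diets, none of these 7 loci overlapped a peak in any of the 4 libraries. Peak centres lay 0.54 kb (LFD replicate 1) and 0.66 kb (HFD replicate 1) from the Serpinb6a locus. From the gain locus on chromosome 4 they lay 0.60 kb (LFD replicate 1) and 0.62 kb (HFD replicate 2). In the other libraries, and at the other loci, the nearest centre was at least 2.47 kb away. The ChIP-PCR values themselves were not analysed here.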

A large majority of the K27Ac-enriched motifs overlapped with those found enriched when comparing obese and control animals (Fig. 2k, l).

We next wanted to ascertain how gene expression profiles correlated with epigenetic changes. 

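RNA was extracted from cells scraped from the colon of male recipients, with 3 libraries for each of HFDHFB, HFDLFB, LFDHFB and LFDLFB. The authors aligned the reads to mm9 with STAR and counted them per gene with featureCounts, and the deposited table gives raw counts of 25494 genes, not normalized. Between 39904191 and 48026846 reads per library were counted, with medians of 43891563 in HFDHFB, 43290522 in HFDLFB, 45492229 in LFDHFB and 46184063 in LFDLFB. At these totals a single read corresponds to a log2 CPM between −5.59 and −5.32. Xist had 0 to 5 reads per library and Ddx3y 1095 to 1945, as in males. Across genes, which are not independent replicates, the Spearman correlation between libraries was 0.945 to 0.993. Differential expression was tested with edgeR's quasi-likelihood method after TMM normalization, with all 4 groups in 1 fit, for the 15893 genes that passed edgeR's filter on low counts.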

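At the paper's threshold, an unadjusted p under 0.001, edgeR called 14 genes between HFDHFB and HFDLFB, 5 higher and 9 lower in HFDHFB. With Benjamini-Hochberg adjustment edgeR called 0 genes at 0.05, the smallest adjusted p being 0.495, while 1441 genes had an unadjusted p under 0.05. DESeq2's Wald test, the tool the paper names, called 167 genes at 0.001, all 14 of edgeR's among them, and 80 at an adjusted p of 0.05. The number moved most, to 194, when DESeq2 was run on the 6 HFD-fed libraries alone. Single libraries also moved it: edgeR called 120 genes without HFDLFB replicate 3 and 36 without HFDHFB replicate 1. It called 1, 3 and 4 without HFDHFB replicate 2, HFDHFB replicate 3 and HFDLFB replicate 1. A total of 2068 genes (13.0%) had all 3 libraries of one group above all 3 of the other, where chance gives 10%.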

RNA-seq analysis revealed that animals on the obesogenic diet with different bacterial donor sources differed (*p* < 0.001; Additional file 6: Table S5) [23] at 166 genes (HFDHFB vs HFDLFB). In contrast, on a control diet, only 17 genes had expression changes dependent on the microbiome (LFDHFB vs LFDLFB; Additional file 6: Table S5) [23]. 

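Between LFDHFB and LFDLFB, edgeR called 1 gene at 0.001 and 0 genes at an adjusted p of 0.05 (smallest adjusted p, 0.9755), with 592 genes at an unadjusted p under 0.05. DESeq2's Wald test called 27 genes at 0.001 and 0 at an adjusted p of 0.05. Without LFDHFB replicate 1 edgeR called 8 genes, without LFDLFB replicate 2 it called 5, without LFDHFB replicate 2 it called 2 and without LFDLFB replicate 1 it called 0. Separated groups were found for 1721 genes (10.8%). The gene called was H1f0 (gene ID 14958, chromosome 15, 78858642 to 78860930), with normalized counts of 9751 ± 328 (SD, n = 3) in LFDHFB and 15846 ± 2983 (SD, n = 3) in LFDLFB. Its log2 fold change was −0.70 (standard error 0.14, adjusted p = 0.9755 from edgeR, 0.0526 from DESeq2), and −0.52 without LFDLFB replicate 1. Its unadjusted edgeR p of 0.000366 rose above 0.001 without any one of the LFDHFB libraries (0.00107 to 0.00222) and without LFDLFB replicate 1 (0.00125).

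Whether the donor effect differs between the diets was tested with the interaction of diet and bacteria. At 0.001 edgeR called 19 genes, and at an adjusted p of 0.05 it called 0 (smallest adjusted p, 0.386), with 1794 genes at an unadjusted p under 0.05. DESeq2 called 173 and 35. The edgeR count was 97 without HFDHFB replicate 1 and 52 without HFDLFB replicate 3. It was 3 to 6 without HFDHFB replicate 2, HFDHFB replicate 3, HFDLFB replicate 1, HFDLFB replicate 2, LFDHFB replicate 2 or LFDHFB replicate 3, and 2 without LFDLFB replicate 1 or 2. The smallest p were those of Rnaseh2c (gene ID 68209), with an interaction of 1.06 (standard error 0.19), Zfp771 (gene ID 244216), with 1.59 (0.31), and Snhg8 (gene ID 69895), with 0.92 (0.19). Their adjusted p was 0.386 in edgeR, and 0.000593, 0.00234 and 0.00589 in DESeq2. With each of the 12 libraries left out in turn, Rnaseh2c stayed under an unadjusted p of 0.001 in edgeR. Zfp771 did not without HFDHFB replicate 3, HFDLFB replicate 2, LFDHFB replicate 2 or LFDLFB replicate 1 (at most 0.00138). Snhg8 did so only without HFDHFB replicate 1 or LFDLFB replicate 3, with a highest p of 0.00186.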

We validated differentially expressed genes in HFDHFB/HFDLFB by qPCR (Additional file 2: Figure S5e, f). Since the HFDHFB remodeled the epigenome with some similarities to pathways related to colon cancer, we asked whether changes in the gene expression profile did so as well. To examine potential similarities, we compared differentially expressed genes in our study to colorectal cancer data sets in Oncomine (http://oncomine.org). 

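Fig. 5h names 10 genes with lower and Fig. 5i 10 genes with higher expression in HFDHFB. In the paper's Table S5, of which 1993 of 25491 entries were at hand, the Fig. 5h genes have the 10 lowest log2 fold changes of the genes past its threshold, and the Fig. 5i genes are 10 of the 12 highest. In the edgeR fit the Fig. 5h genes, among them Fmo2, Cybrd1, C3, Gpm6a and Bnc1, were all lower in HFDHFB, with a median log2 fold change of −2.45 (−3.05 to −2.18). All 10 had every HFDHFB library below every HFDLFB library. Their adjusted p was 0.495 over all genes tested, and adjusted over the list alone all 10 passed 0.05, which is not independent evidence because the study chose the list on these samples. DESeq2 called all 10 at an adjusted p of 0.05. The median stayed between −2.85 and −2.08 with each library left out. It moved most, to −0.68 (−0.91 to −0.25), with the mean of a list of mesothelial genes as a covariate, chosen after the data were seen. On the LFD the same genes had a median of −0.01 (−0.53 to 0.46) between LFDHFB and LFDLFB, and none passed 0.001 in edgeR's interaction test.

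The Fig. 5i genes (Pkmyt1, Ccnf, Fam64a, Muc2, Gcg, Stmn1, Tk1, Ube2c, Birc5 and H2afx) were all higher in HFDHFB, with a median of 1.104 (0.74 to 1.47) and separated libraries for each. The 10 adjusted p values were 0.495 over all genes, and adjusted over the list alone 10 passed 0.05. DESeq2 called 5 of them at an adjusted p of 0.05. Leaving out single libraries gave medians between 0.88 and 1.23. The median moved most, to 0.64 (0.53 to 1.00), with the mesothelial covariate, chosen after the data were seen. On the LFD the median was −0.10. Of the Fig. 5h genes C3 (gene ID 12266, chromosome 17, 57343390 to 57367559) had the highest counts, 8208 ± 5455 (SD, n = 3) in HFDHFB and 67551 ± 49256 (SD, n = 3) in HFDLFB. Of the Fig. 5i genes it was Muc2 (gene ID 17831, chromosome 7, 148876239 to 148940599), with 81081 ± 15209 (SD, n = 3) and 29293 ± 7292 (SD, n = 3).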

We evaluated the top ten genes most highly up- and downregulated in our study across normal and colon cancer data sets (Fig. 5h, i); the majority were changed in the same direction in the HFDHFB group when comparing normal colon with colon adenoma (Fig. 5h, i). These findings indicated that the combination of HFD and high fat bacteria can induce a gene expression profile that has partial resemblance to that observed in human colorectal cancer.

To investigate whether the gene expression profile is reflective of upstream transcription factor changes, we performed GSEA and found that genes regulated by the nuclear receptor HNF4α were enriched in the genes downregulated in the HFDHFB group compared to the HFDLFB group (Fig. 6a). HNF4α, which is a signal responsive transcription factor, has an important role in maintaining intestinal homeostasis in response to microbiota [24]. Transcription factor motif analysis of the subset of loci with less acetylation in animals with bacteria from an obese donor also indicated enrichment for HNF4α (Additional file 2: Figure S7b, c). HNF4α was reported to recruit co-repressors to inhibit gene expression integral to lipid homeostasis in liver [25]. To understand the regulatory role of HNF4α in our study, we carried out ChIP-seq in the HFDHFB and HFDLDB groups. As expected, HNF4α binding sites were located far from TSS (Fig. 6b). Comparison of HNF4α ChIP-seq data collected from chronic HFD and LFD mice demonstrated that loci gaining HNF4α binding in chronic HFD also had increased signal in the HFDHFB group (Fig. 6c).

**Fig. 6:**
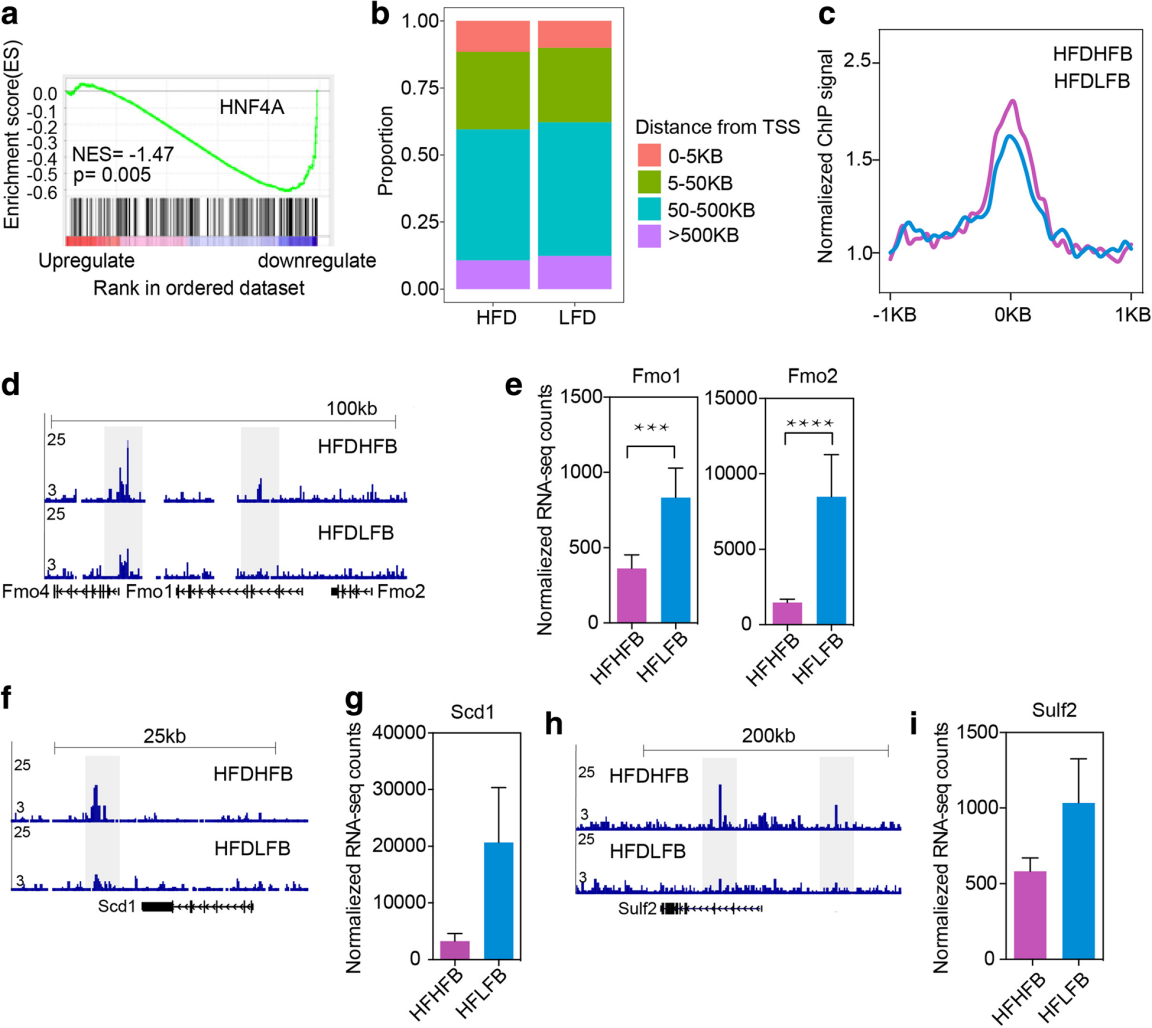
Regulatory role of HNF4α in colon epithelium. **a** GSEA analysis of target gene sets of HNF4α. **b** Distance of HNF4α binding sites to the nearest TSS. **c** The average, normalized ChIP-seq signal in HFDHFB and HFDLFB groups at gained HNF4α binding sites that were identified in HFD and LFD groups. **d** Genome browser tracks showing HNF4α occupancy near *Fmo1* and *Fmo2*. **e** Normalized counts of transcripts for *Fmo1* and *Fmo2* in HFDHFB and HFDLFB groups. **f** Genome browser tracks showing HNF4α occupancy near the *Scd1* locus. **g** Normalized counts of transcripts for *Scd1* in HFDHFB and HFDLFB groups. **h** Genome browser tracks showing HNF4α occupancy near *Sulf2*. **i** Normalized counts of transcripts for *Sulf2* in HFDHFB and HFDLFB groups. *P* value from DESeq2, ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001

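The 4 genes of Fig. 6, Fmo1, Fmo2, Scd1 and Sulf2, were lower in HFDHFB than in HFDLFB, with a median log2 fold change of −1.84. Adjusted over the list alone 3 of them passed 0.05 in edgeR (not independent evidence, since the study chose them on these samples), and over all genes edgeR called 0 and DESeq2 called 1, Fmo2. In the LFD-fed recipients the 4 genes had a median of 0.35, and none passed 0.001 in edgeR's interaction test. Hnf4a itself (gene ID 15378, chromosome 2, 163332593 to 163398643) had normalized counts of 50359 ± 7857 (SD, n = 3) in HFDHFB and 54426 ± 5427 (SD, n = 3) in HFDLFB. Its log2 fold change of −0.11 (standard error 0.19, adjusted p = 0.9002 from edgeR) was within the spread between libraries and became 0.01 without HFDHFB replicate 2.

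**Figure D2:**
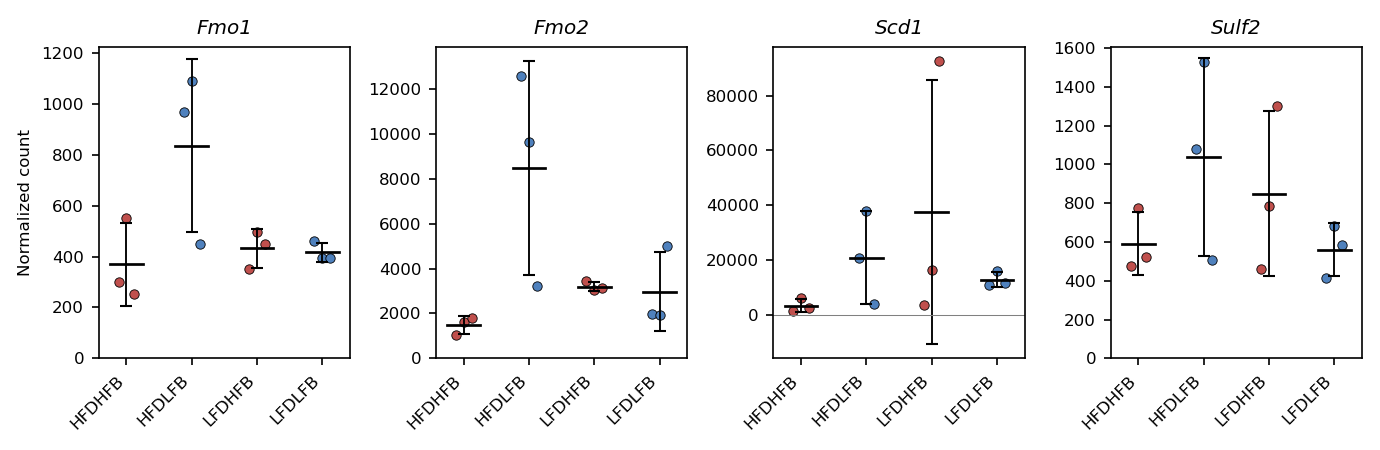
TMM-normalized counts of Fmo1, Fmo2, Scd1 and Sulf2 in the 4 groups of recipients, with points for libraries, lines for means and error bars for the SD (n = 3). Only for Fmo2 does every HFDHFB library lie below every HFDLFB library.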

Through integrated analysis of HNF4α ChIP-seq data and RNA-seq data at exemplar genes, we determined that genes gaining HNF4α binding were downregulated in HFDHFB (Fig. 6d–i). 

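Fmo2 (gene ID 55990) lies on chromosome 1 of mm9 from 164805178 to 164828843. It had normalized counts of 1493 ± 398 (SD, n = 3) in HFDHFB and 8481 ± 4773 (SD, n = 3) in HFDLFB, with ranges of 1042 to 1798 and 3233 to 12562. Its log2 fold change was −2.51 (standard error 0.49, adjusted p = 0.495 from edgeR, 0.000651 from DESeq2). LFDHFB had 3195 ± 214 (SD, n = 3) and LFDLFB 2964 ± 1762 (SD, n = 3), so that both LFD groups lay between the HFD groups. The interaction was −2.61 (adjusted p = 0.386 from edgeR). The unadjusted edgeR p of Fmo2 was 0.00034, and it rose above 0.001 (to between 0.00128 and 0.00244) without any one of HFDHFB replicates 1, 2 and 3 and HFDLFB replicates 1 and 2. With the mesothelial genes as a covariate its log2 fold change was −0.87. Fmo1 (gene ID 14261, chromosome 1, 164759692 to 164796741) had 369 ± 161 (SD, n = 3) in HFDHFB and 835 ± 339.6 (SD, n = 3) in HFDLFB, with overlapping libraries (two-sided exact permutation test, p = 0.2). Its log2 fold change was −1.18 (standard error 0.35, adjusted p = 0.495 from edgeR, 0.0935 from DESeq2) and ranged from −1.59 to −0.93 with single libraries left out, and its unadjusted edgeR p fell under 0.001 only without HFDLFB replicate 3 (0.000673). Fmo2 followed the transcripts of mesothelial genes across the 12 libraries, with a Pearson correlation of 0.944 with the mean of 7 such genes (permutation test, p = 3.0e-05, adjusted p = 0.0003 over 10 relations) and a Spearman correlation of 0.860 (p = 0.00083). Without the 2 libraries farthest from the median it was 0.843, and over the 6 LFD-fed libraries 0.915.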

We observed increased binding at the *Fmo1/2* locus (Fig. 6d–e) that correlated with decreased expression of these genes in animals on the obesogenic diet receiving bacterial transfer from obese animals (HFDHFB). FMO1 and FMO2 play important roles in iron metabolism and regulate formation of reactive oxygen species [26]. Genetic deletion of *Hnf4α* in mice decreased binding at the *Fmo 1/2* locus and increased their expression levels [26]. Likewise, we observed accumulation of HNF4α at the *Scd1* locus concomitant with decreased expression (Fig. 6f, g). 

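Scd1 (gene ID 20249, chromosome 19 of mm9, 44468940 to 44482199) had normalized counts of 3244 ± 2428 (SD, n = 3) in HFDHFB and 20764 ± 16985 (SD, n = 3) in HFDLFB, and the libraries of the groups overlapped. The log2 fold change was −2.68 (standard error 1.076, adjusted p = 0.506 from edgeR, 0.239 from DESeq2), with values of −3.46 to −1.91 when single libraries were left out. LFDLFB had 12810.2 ± 2812 (SD, n = 3), and LFDHFB 37441 ± 48236 (SD, n = 3) with a range of 3367 to 92635. The counts followed adipocyte transcripts (Pearson correlation with the mean of 8 adipocyte genes over 12 libraries, 0.7496, permutation test, p = 0.00498, adjusted p = 0.00996). The Spearman correlation was 0.706 (p = 0.0123), and the Pearson correlation was 0.593 without the 2 libraries farthest from the median and 0.940 in the LFD-fed libraries. With the mean of the adipocyte genes as a covariate, chosen after the data were seen, the log2 fold change was 0.06.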

SCD1, a key enzyme for fatty acid synthesis, was downregulated in the liver under fasting conditions which increased HNF4α level, correlating with decreased SCD1 expression [27]. 

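Sulf2 (gene ID 72043, chromosome 2 of mm9, 165899399 to 165981183) had normalized counts of 591 ± 161 (SD, n = 3) in HFDHFB and 1038 ± 511 (SD, n = 3) in HFDLFB, with overlapping libraries. Its log2 fold change was −0.81 (standard error 0.43, adjusted p = 0.597 from edgeR, 0.501 from DESeq2), and −1.12 to −0.42 with single libraries left out. LFDHFB had 849 ± 425 (SD, n = 3) and LFDLFB 560.3 ± 136 (SD, n = 3). Its Pearson correlation with the adipocyte genes was 0.834 (permutation test, p = 0.00054, adjusted p = 0.0027), the Spearman correlation 0.755 (p = 0.00542), and the Pearson correlation 0.759 without the 2 libraries farthest from the median. With the adipocyte covariate, chosen after the data were seen, the log2 fold change was 0.11. From HNF4α ChIP-seq and RNA-seq data at such genes, the paper concludes that genes gaining HNF4α binding were downregulated in HFDHFB.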

Finally, we observed increased accumulation of HNF4α at the *Sulf2* locus along with decreased expression (Fig. 6 h, i). *Sulf2* expression has previously been reported by others to have a strong inverse correlation with HNF4α [28]. Therefore, these data strongly suggest that bacterial metabolism of the host diet has the capacity to influence host transcription factor action and regulation of gene expression.

## Discussion

Obesity and obesity-related conditions are major health problems worldwide, underscoring the importance of elucidating the etiology of metabolic diseases and development of targeted therapies or preventative measures. However, given the complex interplay of host genetics with environment (diet) and the symbiotic microbiota, it is challenging to identify and enumerate primary causes. There is growing evidence that dysbiosis of the gut microbiota is linked to the pathophysiology of obesity [11]. Clarity on molecular mechanisms by which bacteria in the intestinal lumen can impact the host in such profound ways is beginning to emerge. Gut microbiota was reported to participate in regulating gene expression through DNA methylation in intestinal epithelial cells. Those DNA methylation changes were Dnmt1 independent and can be recapitulated by fecal transplantation [29]. Besides epithelial cells, gut microbiota modified open chromatin status in intestinal intraepithelial lymphocytes [30]. Gut microbiota can regulate chromatin features in multiple host tissues in a diet-dependent manner resulting in alterations in host physiology [3] and gene expression, highlighting the potential for epigenetic effects to underlie a subset of the host outcomes linked to the microbiome.

In this study, we explored how the host epigenome responds to diet and microbiome using a murine diet-induced obesity model with normal and germ-free mice. We observed that lean and obese animals have very different microbial profiles as previously reported by others [11]. Kinetic analysis of the evolution of the microbiome over time on an obesogenic diet revealed that the diet has a dominant role in shaping the bacterial profile. Prior to the development of the murine equivalent of obesity [16], we observed microbiome evolution towards a profile resembling that found in extreme obesity (Fig. 1e–h). However, female mice respond to the diet more slowly than the male mice and had a different pattern of weight gain (Additional file 2: Figure S1a), consistent with hormonal impacts on the microbiome [31]. Long-term adaptation to an obesogenic diet in females results in microbiome composition more similar to males. The modified microbiome, in turn, promotes weight gain and metabolic dysregulation in the host (Fig. 4b–f) and creates a feed-forward loop that promotes obesity.

What is the consequence of these obesity-associated microbiota changes? Remodeling of the microbiome towards that of obesity impacts disease risk. The obesogenic diet resulted in decreased abundance of specific bacterial groups, including *Bifidobacteria* (Fig. 1a), which have beneficial actions on the host. *Bifidobacteria* can regulate tight junction protein expression, reduce proinflammatory cytokines in mucus, and maintain the epithelial barrier [32]. A reduction in “beneficial” flora is associated with onset of chronic inflammation, a hallmark predisposing factor for cancer [33]. Along these lines, obese animals and germ-free animals reconstituted with microbiota from obese donors elaborated epigenetic alterations at loci with connections to cancer (Figs. 2i, j and 5e). Our current findings reinforce our previous study suggesting links between obesity and increased colorectal cancer risk through epigenetic alterations [18]. They also add an additional complexity—the epigenetic changes documented in both studies likely result not from obesity, but from the metabolism of an obesogenic diet by a specific microbiota. We find that neither the obesogenic diet nor the microbiome of an obese animal is sufficient to program the epigenome of colonic epithelia. Both factors are required, strongly suggesting that metabolites produced by bacteria from the host diet constitute signals to the host epigenome, potentially serving to alter gene expression programs more efficiently than either factor alone.

Action on the host epigenome is possible through conventional signaling pathways or through direct effects on transcription factors. In our studies, we observed epigenetic alterations at binding sites for signal responsive transcription factors and nuclear receptors (Figs. 2k, l and 5g), prime targets for signaling from microbial products. We found obesity can affect HNF4α bindng and reprogram gene expression in colon epithelium (Fig. 3f–h). HNF4α is an orphan nuclear receptor involved in metabolic regulation with the potential to both activate and repress transcription [25, 34]. In colitis, HNF4α was considered protective against inflammation and genes downregulated in colitis were enriched in HNF4α binding sites [35]. In our study, genes downregulated in obesity were enriched in HNF4α binding sites and HNF4α levels were slightly higher in obese animals at these sites. HNF4α was recently found to recruit a co-repressor to downregulate gene expression [25]. In our studies, genes gaining HNF4α binding were downregulated in the HFDHFB group, including genes with potential relevance to disease such as *Fmo1*, *Fmo2*, *Scd1*, and *Sulf2* [36–39]. Collectively, these data suggest a regulatory role for HNF4α in gene expression that is influenced by diet and bacteria. Along these lines, the identification of lipids as ligands for HNF4α [40] are consistent with the possibility that bacterial metabolism of diet produces fatty acids that serve as ligands for HNF4α.

## Conclusions

Our results highlight potential interactions between host diet and microbiome and their effects on the host epigenome, which prime enhancers in the host colon epithelium for obesity and obesity-related conditions. These findings provide new insights into host–microbiota interactions with potential relevance to obesity and obesity-related diseases.

## Methods

### Mice

Five-week-old C57BL/6 male and female mice were purchased from Jackson Laboratory and acclimated at NIEHS for one additional week. Mice were singly housed and placed on either a 10% fat diet (LFD) or a 60% fat diet (HFD) (D12450B and D12492, respectively; Research Diets) for up to 20 weeks in a specific pathogen-free animal facility. Five-week-old C57BL/6 male and female germ-free mice were purchased from Taconic and used for microbiota transplantation. For these fecal transplantation experiments, ~ 100 mg stool was collected fresh in the morning from male donor mice already on the HFD/LFD and re-suspended in 300 μl phosphate buffered saline (PBS), homogenized, and centrifuged (300 x g, 3 min) to remove debris. Recipient mice were administered 100 μl of the supernatant by oral gavage four times a week for 5 weeks. All animal experiments were approved by the NIEHS Institutional Animal Care and Use Committee and were performed according to the NRC Guide for the Care and Use of Laboratory Animals.

### 16S rRNA gene sequencing and data analysis

Stool samples were collected fresh from individual mice and stored at −80 °C until DNA isolation. Fecal bacterial DNA was extracted using a QIAamp DNA Stool mini kit (Qiagen) according to the manufacturer’s instructions. Two rounds of PCR reactions were used to amplify the V3 region of the bacterial 16S rRNA gene for sequencing. Primers used in the first round of PCR contained the overhang sequences with Illumina adapters; forward primer, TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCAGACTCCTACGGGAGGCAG; reverse primer, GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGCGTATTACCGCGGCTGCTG. PCR conditions were 98 °C for 3 min; 15 cycles of 98 °C for 30 s, 62 °C for 30 s, and 72 °C for 30 s. A second round of PCR was used to add the index to the amplicons for sequencing. PCR conditions were 95 °C for 3 min; 8 cycles of 95 °C for 30 s, 55 °C for 30 s, and 72 °C for 30 s. Sequencing was performed on the MiSeq platform in multiplex. Amplicons spanning the variable region 3 of the 16S rRNA gene were sequenced and analyzed by Mothur [41]. After quality control and trimming the adaptors, paired-end reads were joined and mapped to the Greengenes 13.8 release database. Operational taxonomic units (OTUs) were picked against the Greengenes database, using a 97% similarity threshold. To adjust for differences in sequencing depth, all samples were normalized to the same number in the following analysis. Lefse was used to compare the differential bacterial abundance in the HFD and LFD groups with default settings [14].

### Measurement of short chain fatty acids

Fecal samples (50–150 mg each) were homogenized in 1 mL 0.005 M NaOH containing an internal-standard solution and centrifuged at 4 °C (3000 x g, 10 min). Supernatant (0.5 mL) was transferred to glass tubes followed by the addition of 0.3 mL water, 0.5 mL n-propanol:pyridine mixture (3:2, v/v), and 0.1 mL propyl-chloroformate. After derivatization, samples were extracted by a two-step procedure with hexane. Sodium sulfate was added to remove traces of water from hexane prior to GC-MS analysis [42].

### Colon epithelial cell isolation

Colonic epithelial cells were isolated and fixed as described previously [18]. Briefly, mice were terminally euthanized and the colons were harvest in a petri dish on ice. Then the colon tissue was opened longitudinally and flushed with cold PBS. The colons were cut into ~ 5-mm fragments and placed into 50 ml conical tubes that were filled with 30 ml of cold PBS (Mg/Ca free)/EDTA (5 mM). The fragmented colon tissues were shaken for 20–30 min until most epithelial cells were sloughed. Lamina propria was removed and the epithelium cells were pelleted by 500g for 5 min. After two washes with cold PBS, cells were collected and reserved for following studies. For purity test, isolated epithelium cells were digested to single cell solution by TrypLE Express (Invitrogen) and stained with EpCAM-AF647 (Biolegend) and CD45-PE (Biolegend) according to the instructions. The purity of the isolated epithelium cells was around 85% (Additional file 2: Figure S8).

### ChIP-Seq,ChIP-pcr, and data analysis

Epithelial cells were treated with 1% formaldehyde in PBS for 10 min at room temperature. Cross-linking was terminated by addition of glycine. Cells were lysed in buffer A (1% SDS, 5 mM EDTA, 50 mM Tris-HCl (pH 8.1), protease inhibitor cocktail) and sonicated using a Bioruptor (Diagenode) to generate ~ 300-bp fragments for immunoprecipitation. The collected supernatant was diluted 10× with dilution buffer (1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl (pH 8.1), protease inhibitor cocktail). The chromatin (4 μg) was subjected to immunoprecipitation with 1 μg of H3K27ac (ab4729, Abcam), H3K4me1 (ab8895, Abcam), HNF4α (ab41898) antibody and incubated overnight. The samples were incubated with either protein A or G (EMD Millipore) beads for 1 h. The beads were washed with the following buffers: low salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl), high salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 500 mM NaCl), LiCl (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris.HCl, pH 8.1) and then twice with TE buffer. The protein–DNA complexes were eluted from the beads with 100 μl elution buffer (1 mM DTT, 1% SDS, 100 mM NaHCO3) and reverse crosslinked at 65 °C for 4 h with Proteinase K. ChIPed DNA was purified by AMPure XP beads (Beckman). For ChIP-qPCR, primers were listed in Additional file 7: Table S6. For ChIP-seq, 2 ng of ChIPed DNA was prepared using NEXTflex Rapid Illumina DNA-Seq Library Prep Kit (Bio Scientific). The resulting libraries were sequenced on Illumina Nextseq 500 as 35-bp paired ends.

Raw reads were filtered by quality score and aligned to the mouse genome (mm9). Unique aligned and de-duplicated reads were used for peak calling using SICER (v1.1) [43]. The parameters for H3K27ac and H3K4me1 were size 200, gap size 200, fragment size 200, FDR cutoff 0.001, and size 200, gap size 400, fragment size 200, and FDR cutoff 0.001, respectively. For overlap analysis of active enhancers and active promoters, biological replicates were merged and normalized to 30 million reads per group. Differentially enriched H3K27ac and H3K4me1 loci were identified using the diffBind package and results were filtered with *p* values < 0.01 and fold change > 2. The HOMER package [20] was used to do the peak calling for Hnf4α with default settings. Motifs were extracted from the differential H3K27ac, H3K4me1, and Hnf4α regions against a large set of randomly selected genomic fragments of the same size by HOMER. Gene annotations were also generated by HOMER packages.

### Gene arrays, RNA-seq, and data analysis

The Mouse Transcriptome Assay 1.0 was used to profile gene expression in colon epithelium of mice fed either the HFD or LFD for 20 weeks. The feature extractor processed signal was log2 transformed by the Partek Genome Suite. ANOVA was used to identify the differentially expressed genes with *p* values < 0.001.

For the transplantation study, cells were scraped from the colon tissue and RNA was extracted by RNeasy Mini Kit (Qiagen). RNA-sequencing was done in Expression Analysis and sequence data were processed with STAR [44] to generate read alignments with mm9. Raw read counts for annotated genes were obtained with ‘featureCounts’ [45], normalized and analyzed using DEseq2 [46]. *P* value < 0.001 was used to identify the differentially expressed genes. Parts of the differentially expressed genes were validated by qPCR and primers are listed in Table S6. We applied gene set enrichment analysis (GSEA) to RNA-seq data using transcription factor targets from the Molecular Signatures Database (MSigDB). All genes in RNA-seq data were used and ranked according to the fold change multiple *p* value.

### Statistical analysis

All statistical analyses were performed by two-tailed Student's t test using GraphPad Prism7 (San Diego, CA, USA). The level of significance was set at *p* < 0.05; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001. All data are expressed as means ± standard error of the mean.

## Additional files

Additional file 1: Table S1. This file contains Table S1 which provides detailed descriptions of the components of the diets used in this study.

Additional file 2: Figures S1–S8. Along with figure legends.

Additional file 3: Table S2. This file contains tables providing bacterial abundance for male and female mice across the time points and diets utilized in the study.

Additional file 4: Table S3. This file contains a table providing the *p* value and fold change for the Affymetrix gene expression microarray experiment performed on animals at 20 weeks of dietary treatment.

Additional file 5: Table S4. This Excel table provides the relative abundance of microbiota in donor mice and in recipient mice after bacterial transfer across the time points, diets, and transfer strategies outlined in the text.

Additional file 6: Table S5. This Excel spreadsheet provides fold change, *p* values, and adjusted *p* values for the RNAseq data described in the text. Fold change and statistical significance are given for the comparisons within dietary groups across bacterial transfer.

Additional file 7: Table S6. The table presents the sequences of primer sets used for ChIP-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

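Processed files of 3 experiments were used: ChIP-seq of H3K27ac and H3K4me1 in colon epithelium of male and female mice on a long-term HFD or LFD, ChIP-seq of HNF4α in males of the same diets, and ChIP-seq of H3K27ac and RNA-seq in male recipients of transplanted bacteria. Each histone mark had 3 libraries per sex and diet, HNF4α had 2 per diet, and the recipients had 3 per group, apart from 2 for H3K27ac in HFDHFB. The authors aligned the reads to mm9, kept unique and de-duplicated ChIP-seq reads, and called peaks with SICER for the histone marks and with HOMER for HNF4α. The deposited peak lists give the start and end of each peak in bp, 1 list per library, with no score, height or p-value and no read count, so the depth of the ChIP-seq libraries is unknown. For RNA-seq the authors deposited 1 table of raw read counts per gene from featureCounts, not normalized. Library totals of 39904191 to 48026846 counted reads put a single read at a log2 CPM of −5.59 to −5.32. Of the paper's Table S5 only 1993 of 25491 entries were held, and no overlap with it was computed. Gene arrays, 16S rDNA sequencing and the HNF4α ChIP-seq of recipients were not analysed here, and some results for single genes and loci are not reported.

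Peak coordinates were compared with the mm9 chromosome lengths, and annotation was taken from GENCODE vM1. Peaks overlapping by at least 1 bp were merged. A group's regions had a peak in at least 2 replicates, active enhancers were H3K4me1 regions with H3K27ac and active promoters were H3K27ac regions within 1000 bp of a TSS. Regions with a peak in every library of one group and in none of the other were called exclusive. They were compared with regions that had a peak in as many libraries in other combinations, by two-sided Fisher's exact tests. Motif cores were searched on both strands, with Benjamini-Hochberg adjustment over 105 tests. Numbers of peaks were compared by two-sided exact permutation tests, and over both sexes with the diets permuted within each sex. Shares carry 95% Clopper-Pearson intervals, which cover counting error only. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

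RNA-seq counts were analysed in R 4.3.3 with edgeR 4.0.16, by TMM normalization, filterByExpr and quasi-likelihood F-tests with 4 groups in 1 fit and Benjamini-Hochberg adjustment. The alternatives used DESeq2 1.42.0. The comparisons were HFDHFB with HFDLFB, LFDHFB with LFDLFB, the interaction of diet and bacteria, and the diets at each donor. Log2 CPM used a prior count of 2. Lists of 8 marker genes for mesothelium, adipocyte, smooth muscle, fibroblast, endothelium, leukocyte, enteric neuron and glia, epithelium, absorptive colonocyte, goblet, enteroendocrine and proliferation, each without genes the study names, were tested with camera of limma 3.58.1 at a preset correlation of 0.01. Lists for pancreas and for distal hindgut Hox genes were added after the data were seen. Correlations used 100000 permutations, and random gene sets numbered 10000.

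Comparisons, tests, alternatives and the rule for naming genes were fixed before the data were examined, and later additions are named as such where they appear. Genes were named if the paper names them for the expression of recipients, whose values in its tables had been seen. Others were to be named if they were among the 5 smallest p per direction past an adjusted p of 0.05 with separated groups in the HFD-fed comparison, or among the 3 smallest p per direction past 0.001 with separated groups in the LFD-fed one. The 3 smallest p of the interaction were named too, as were up to 3 per direction of each diet comparison past an adjusted p of 0.05, Xist and 4 Y-linked genes, and the marker genes. Alternatives covered the overlap required, the replicates required, normalization, filtering, the test, a replicate block and each library left out in turn.

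The steps were tested on simulated data. Of 200 genes changed in simulated HFDHFB libraries, edgeR called 135 at an adjusted p of 0.05 with 9 unchanged genes, among them 63 of 71 changed 8-fold and 23 of 63 changed 2-fold. Simulated counts were drawn independently around a common mean per gene, without variation that genes share between libraries. The shares found therefore do not give the power in the real libraries. All 106 exclusive regions of the simulated lists, whether planted or arisen by chance, and all 60 planted motifs were found.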

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

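The tests of single libraries given here were all chosen only after the levels of the marker lists were seen. A list was singled out when the summed CPM of its genes in a library was over 5 times the median of the other libraries, for cell types the paper does not discuss. No gene is in more than 1 of these lists, and genes the study names were left out of them.

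The mesothelium list, 7 of whose genes are in the count table, reached 490.9 CPM in HFDLFB replicate 2, against a median of 87.7 CPM in the other libraries. HFDLFB replicate 1 had 389 CPM and LFDLFB replicate 3 had 189 CPM, so it was not the only library with a high level. Its most abundant gene was Upk3b, with 186 CPM. A single abundant gene is argued against, because the list was still 5.67 times the median without Upk3b. All 7 genes were above 2 times the median, which is what mesothelial tissue in the scraped sample may give. The ChIP-seq lists of male epithelium had an H3K27ac peak at the promoters of 0 to 2 of the 8 mesothelium genes per library, and at all 8 of the epithelium list. CPM are scaled to library totals, so a larger library is not an explanation. A change in the mesothelium with diet and bacteria stays open, as untested.

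The adipocyte list reached 1237 CPM in HFDLFB replicate 1 and 3063 CPM in HFDLFB replicate 2, both fed the HFD, and 1055 CPM in LFDHFB replicate 3, fed the LFD. The median of the other libraries was 208 CPM. Fabp4 was the most abundant gene, with 490.4, 1220.3 and 403 CPM. Without it the list was 6.16, 15.2 and 5.38 times the median, which argues against a single gene in each of these libraries. All 8 genes were above 2 times the median in each of the 3, as adipose tissue attached to the colon could give. H3K27ac peaks were found at the promoters of 1 or 2 of the 8 genes in lists from male epithelium. More fat tissue in the animal, through diet or bacteria, and more fat left on the sample at dissection were not tested apart and both stay open.

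The enteric neuron and glia list reached 233 CPM in LFDHFB replicate 3, against a median of 40.2 CPM, with Uchl1 highest at 87.8 CPM. Without Uchl1 it was 6.53 times the median, which argues against that gene alone. All 8 genes were above 2 times the median, a pattern that muscle layer or nerve tissue in this library could produce. A change with diet and bacteria stays open, as untested.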

How the results depend on the processing

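All alternatives for promoters, the alternative gene starts and the covariates were chosen only after the data were seen, and the other tests given here were planned. Over 106 results and 1033 alternatives, 749 kept their direction and their side of the threshold or stayed within the spread, 93 became weaker, 60 stronger, 115 moved and 16 reversed. The read depth behind the peak lists is unknown, so its effect on peak numbers could not be tested. For the HNF4α exclusive sites the alternatives with wider peaks and with at least 2 libraries were not run. Except where construction is named, the cause was not tested.

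For peaks per library, 68 of 75 alternatives kept the result. With replicates left out in turn, the difference between HFD and LFD ranged from −509 to 2255.5 for male H3K27ac (reversed without replicate 3), −3510.5 to 1586 for male H3K4me1 (reversed without replicate 2), and −5126 to 1198 for HNF4α (reversed without replicate 1). It ranged from −6532 to 4230.5 between HFDHFB and HFDLFB (reversed without replicate 1) and from −2549.5 to 781.5 between LFDHFB and LFDLFB (reversed without replicate 2). Over both sexes the H3K27ac difference ranged from 1264 to 2019, with an exact permutation p of 0.025 without HFD male replicate 1 and 0.03 without LFD male replicate 1. The replicate block gave exact p of 0.156 and 0.656 over both sexes, and whether replicate numbers pair the peak lists was not checked.

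Of 84 alternatives for enhancers and promoters, 61 kept the result. The shared active enhancers were 83.9% in males and 82.2% in females with peaks of any replicate, 83.4% and 82.9% with peaks in all 3 replicates, and 69.6% and 65.7% with an overlap of at least 50% of the H3K4me1 region. With replicates left out they were 81.2% to 82.9% and 80.5% to 82.0%. Shared promoters were 95.9% and 95.2% with gene starts of the count table, 93.1% and 92.2% within 2500 bp, 93.0% and 92.4% with any replicate, and 94.2% in males with all 3 replicates. With replicates left out they were 93.4% to 93.8% in males and 93.6% to 94.1% in females. The difference in Jaccard index within and between HFDHFB and HFDLFB ranged from −0.00383 to 0.0197 with replicates left out.

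Exclusive regions rose by construction when fewer libraries had to coincide. With at least 2 libraries of one group and none of the other they were 1852 and 2876 for male H3K27ac and H3K4me1, 2315 and 3074 for females, 3054 for HFDHFB and HFDLFB and 2956 for LFDHFB and LFDLFB. With peaks covering at least 50% of the merged region they were 759 for male H3K4me1, 666 and 896 for female H3K27ac and H3K4me1, and 1 for H3K27ac over both sexes. Leaving out replicates gave 1327 to 1857, 2491 to 2686, 1750 to 1989 and 2637 to 2722 in the order male H3K27ac, male H3K4me1, female H3K27ac and female H3K4me1. It gave 2180 to 10030 for HFDHFB and HFDLFB, 2020 to 2519 for LFDHFB and LFDLFB, 21656 to 21822 for HNF4α, and 51 to 115 and 69 to 112 for H3K27ac and H3K4me1 over both sexes.

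HNF4α sites numbered 33151 on the HFD and 36113 on the LFD with peaks of either replicate, and 22506 to 22640 and 21308 to 27766 with a replicate left out. The decline on the HFD then ranged from −5.62% (reversed, without replicate 1) to 18.5%. With gene starts of the count table, 24.5% and 26.3% of the sites lay within 5 kb.

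For counts of genes, 70 of 114 alternatives stayed within 1.5 times. DESeq2's Wald test on 12 libraries called 167 genes at 0.001 and 80 at an adjusted p of 0.05 between HFDHFB and HFDLFB, 27 at 0.001 between LFDHFB and LFDLFB, and 173 and 35 in the interaction. At an adjusted p of 0.05 it called 116 between HFDHFB and LFDHFB and 9 between HFDLFB and LFDLFB. With a prior on fold changes (betaPrior) the same counts were 169, 82, 17, 154, 39, 110 and 9. On only 6 libraries DESeq2 called 194, 139 and 29, and 10 and 90 for the diets, while edgeR called 0 at 0.001 between LFDHFB and LFDLFB. The replicate block in edgeR gave 5, 0 and 2 genes at 0.001 for HFD-fed, LFD-fed and interaction. Correlations between RNA-seq libraries of the same number were above 0.1 in 6 of 18 cases (−0.591 to 0.451), so replicate numbers do not pair these libraries. As covariates the mesothelium list gave 4 and the adipocyte list 9 for HFD-fed recipients. With libraries left out, counts at 0.001 ranged from 1 (without HFDHFB replicate 2) to 120 (without HFDLFB replicate 3) for HFD-fed, 0 (without LFDLFB replicate 1) to 8 (without LFDHFB replicate 1) for LFD-fed, and 2 to 97 (without HFDHFB replicate 1) for the interaction.

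Of 225 alternatives for marker lists, 193 kept the result, and the 6 lists past the threshold became 0 with fry and 0 with an estimated correlation. In the replicate block the enteric neuron and glia list reversed to −0.11 in HFD-fed recipients and the leukocyte list to −0.00651 in LFD-fed ones. With libraries left out, the enteric neuron and glia list ranged from −0.17 (without HFDLFB replicate 3) to 1.04 and the absorptive colonocyte list from −0.23 to 0.0653 (without HFDLFB replicate 1). For named genes, 293 of 424 alternatives kept the result, 74 were weaker and 54 stronger. Scd1 reversed to 0.0648 and Sulf2 to 0.11 with the adipocyte covariate, and Hnf4a ranged from −0.212 to 0.00954 (reversed without HFDHFB replicate 2).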

Differences from the paper's values

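The covariates named here were tests chosen only after the values were seen. The paper states 21594 HNF4α sites for the LFD and 18658 for the HFD, and 12961 and 11995 sites had a peak in both replicates. Of the alternatives set before the data were examined, single replicates came within 1.5 times of the paper's values, with 27766 and 22640 sites without replicate 2 and 21308 and 22506 without replicate 1. Peaks of either replicate (36113 and 33151), centres within 100 bp (12341 and 11325) and an overlap of at least 50% (12519 and 11567) did not. The paper's decline is 15% and the value here 7.45%. Without replicate 2 it was 18.5%, within 1.5 times of the paper's, while either replicate (8.20%), centres within 100 bp (8.23%), 50% overlap (7.60%) and leaving out replicate 1 (−5.62%) were not.

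In Fig. 3a, read by eye, the bars within 5 kb of a TSS are at about 14% for the HFD and about 15% for the LFD. Here 27.5% and 29.0% of the sites were found there. The caption of Fig. 3a calls its values proportions of genes, so they may not measure the same quantity as shares of sites. For 50 to 500 kb the figure gives about 44% and about 44% in Fig. 3a, read by eye, against 22.0% and 21.9%, and beyond 500 kb about 5% and about 5% in Fig. 3a, read by eye, against 0.600% and 0.648%. No alternative for these bins was set before the data were examined.

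The paper reports 166 genes at its threshold between HFDHFB and HFDLFB, and edgeR called 14. Of the alternatives set before the data were examined, DESeq2 on 12 libraries (167), with betaPrior (169) and on 6 libraries (194) came within 1.5 times, as did edgeR without HFDLFB replicate 3 (120). DESeq2 size factors (14), no filter (18), 6 libraries in edgeR (18), the replicate block (5) and the other libraries left out (36, 1, 3, 4 and 10) did not. Neither did the mesothelium (4) and adipocyte (9) covariates. The paper's count between LFDHFB and LFDLFB is 17, and edgeR called 1. Of the alternatives set before the data were examined, DESeq2 with betaPrior gave 17. DESeq2 on 12 libraries (27) and on 6 (29), size factors (1), no filter (1), 6 libraries in edgeR (0), the replicate block (0) and each library left out (8, 2, 1, 0, 5 and 1) remained outside. The paper's Table S5 has 75 genes at an adjusted p under 0.05 in the part held, and edgeR called 0. DESeq2 on 12 libraries gave 80 and with betaPrior 82, and 6 libraries in DESeq2 gave 139, while the other alternatives gave 0.

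Log2 fold changes in the paper's Table S5 differed from those of edgeR by more than the standard error for 17 of the 21 genes compared. The paper's values are −1.29 for Fmo2, −1.16 for Cybrd1, −1.11 for C3 and −1.03 for Gpm6a, and edgeR gave −2.51, −3.05, −3.04 and −2.37. For Prss12, Aebp1, Sema3d, Bnc1 and C2 the paper's values are −1.09, −1.05, −1.14, −1.13 and −1.17, and edgeR gave −2.39, −2.29, −2.18, −2.76 and −2.50. The paper's values for Ccnf, Fam64a, Muc2, Gcg, Tk1, Ube2c and Birc5 are 0.80, 0.83, 0.79, 0.78, 0.79, 0.84 and 0.73, and those of edgeR 1.29, 1.13, 1.47, 1.20, 1.08003, 1.19 and 1.02. Fmo1 has −0.78 in the paper and −1.18 here. Of the alternatives set before the data were examined, DESeq2 with betaPrior left 0 genes that differed. DESeq2 without it, size factors and no filter left 16 each, 6 libraries 14 in edgeR and 17 in DESeq2, and the replicate block 17. Leaving out HFDHFB replicates 1, 2 and 3 left 14, 16 and 16, and HFDLFB replicates 1, 2 and 3 left 10, 16 and 21. The mesothelium covariate, chosen after the values were seen, left 4 and the adipocyte covariate 18.

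The paper states that motifs of HNF4α, bZIP and EKLF are enriched at differential loci over random genomic fragments. Exclusive regions held the HNF4α core in 18.6% in males, against 18.1% of regions seen in as many libraries. They exceeded windows 10000 bp away, at 10.5%, which is the side of the paper's statement.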

Other observations

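The tests of mesothelial and adipose tissue, pancreas, Hox genes, HNF4α LFD replicate 1, the exchange of male replicates and the divisions of single-sex and LFD-fed libraries were chosen only after the results were seen.

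With camera, 6 of 24 tests of marker lists had an adjusted p under 0.05, all between HFDHFB and HFDLFB: mesothelium (mean log2 fold change −2.19, adjusted p = 5.63e-07), adipocyte (−3.03, 1.46e-05), endothelium (−0.62, 0.00302), goblet (0.47, 0.000901), proliferation (0.80, 8.83e-05) and smooth muscle (0.70, 0.0479). None held under fry or an estimated correlation. With single libraries left out the smooth muscle list ranged from 0.22 to 1.45, and it was no longer past the threshold without HFDHFB replicate 2 or 3 or HFDLFB replicate 2 or 3. The proliferation list ranged from 0.42 to 1.15. The endothelium list was −0.30 without HFDLFB replicate 1 and −0.39 without HFDHFB replicate 1, in both cases no longer past the threshold, and without HFDLFB replicate 3 the fibroblast list passed it at −0.67. The other lists were fibroblast (−0.40, 0.238), leukocyte (−0.43, 0.0934), enteric neuron and glia (0.19, 0.787), epithelium (0.23, 0.184), absorptive colonocyte (−0.08, 0.787) and enteroendocrine (0.50, 0.197). Between LFDHFB and LFDLFB the smallest adjusted p was 0.109 (goblet, −0.20), and camera's direction and the mean differed in sign for mesothelium, fibroblast and absorptive colonocyte. As many lists passed in 3 of the 10 divisions of the HFD-fed libraries, so chance could not be excluded.

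The genes of Fig. 5h and Fig. 6 were lower in HFDHFB. A candidate explanation for those of Fig. 5h is mesothelial tissue in the HFDLFB libraries. In the 6 LFD-fed libraries, which take no part in that comparison, the 13 genes had a median correlation of 0.874 with the mesothelium list, at percentile 100 of 10000 matched random sets. Of the genes of Fig. 6 only Fmo2, which is also in Fig. 5h, took part in this (0.915): the correlation was −0.61 for Fmo1, −0.218 for Scd1 and −0.00799 for Sulf2, and with the adipocyte list it was 0.807, 0.940 and 0.781. For the adipocyte list the median of the 13 genes was −0.248, at percentile 27.3, which left adipose tissue open. With the adipocyte list as a covariate, chosen after the data were seen, the median of the Fig. 5h genes was −2.23 (−2.88 to −1.83) and that of the Fig. 6 genes −0.28 (−2.27 to 0.11). With the mesothelium list, chosen in the same way, the Fig. 6 median was −0.82 (−0.96 to −0.05), so the covariates do not settle which tissue, if either, is behind the Fig. 6 genes. Fmo1 followed the adipocyte list over 12 libraries (Pearson correlation 0.801, permutation p = 0.00212, adjusted p = 0.0053; Spearman 0.839, p = 0.0012; 0.657 without the 2 farthest libraries), and with that list as a covariate it was −0.63. A change of these genes in epithelium with diet and bacteria stays open, as untested. Genes of Fig. 5i were higher in HFDHFB, and their median was 0.88 without HFDLFB replicate 1. The study chose these genes on the same samples, so this cannot exclude that library as the main source. The proliferation list, which leaves out genes the study names, fell from 0.80 to 0.42 without HFDLFB replicate 1.

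All 8 genes of a pancreas list were highest in HFDLFB replicate 3, which had 1036 CPM against a median of 497. Cela1 was most abundant at 599 CPM, but it was high elsewhere too, with 576 CPM in LFDLFB replicate 1. Ctrb1, Pnlip and Cpa1 had 111, 105 and 68.0 CPM in HFDLFB replicate 3 and at most 0.762, 1.52 and 1.20 CPM in any other library. Clps differed less, with 59.2 and at most 22.4 CPM. Pancreatic tissue in HFDLFB replicate 3 may be a source of these transcripts. The first principal component held 42.4% of the variance. It followed the Hox list (Pearson correlation 0.818, permutation p = 0.00109, adjusted p = 0.00363; Spearman 0.923, p = 5.0e-05; 0.866 without the 2 farthest libraries), so the position of the sample along the colon could contribute. It also followed the total count (0.601, permutation p = 0.0397, adjusted p = 0.0468; Spearman 0.615, p = 0.0377; 0.702 without the 2 farthest libraries), and library size stays open too. The Hox list was at 33.5 CPM in LFDHFB replicate 3 and 452 to 1010 CPM elsewhere.

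Counts of genes were compared with other divisions of the same libraries. As many genes at 0.001 were found in 4 of 10 divisions for HFDHFB and HFDLFB and 9 of 10 for LFDHFB and LFDLFB, with highest counts of 316 and 23. For the interaction it was 17 of 100. Chance could not be excluded for any of these 3 counts. At an adjusted p of 0.05 edgeR called 0 genes, a count that every division reaches by construction. The share of divisions (10 of 10 for each donor and each diet comparison, 100 of 100 for the interaction) thus tells nothing there. Other divisions reached more: 321 genes with HFDHFB replicate 1 and HFDLFB replicates 2 and 3 on one side, and up to 1961 for the interaction. The median of the other divisions was 0 in both cases. LFDHFB and LFDLFB and both diet comparisons had 0 in every division. Between the diets edgeR called 44 genes at 0.001 for HFDHFB and LFDHFB and 9 for HFDLFB and LFDLFB, with 0 at an adjusted p of 0.05 (1186 and 847 at an unadjusted p under 0.05; DESeq2 called 116 and 9).

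As many exclusive regions were found in 5 of 10 divisions for male H3K27ac, 7 for male H3K4me1, 1 for female H3K27ac, 3 for female H3K4me1 and 5 for LFDHFB and LFDLFB, and over both sexes in 31 of 100 for H3K27ac and 45 of 100 for H3K4me1. Chance could not be excluded. In females the HFD lists had more peaks, and breaking of the same regions into more peaks is argued against, because 11.99 Mb more were covered by H3K27ac and 7.06 Mb more by H3K4me1. Diet stays open.

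Male H3K27ac lists separated most, with 536 regions, when replicate 1 of HFD and LFD were exchanged. On one side the lists had at most 40140 peaks and on the other at least 41612, so the number of peaks per library could be the source. In 1 of the other 3 comparisons of these marks between the long-term diets the division with most exclusive regions also had the largest difference in peaks. The same was so for HNF4α and for LFDHFB and LFDLFB, and not for HFDHFB and HFDLFB. Over the 10 divisions, exclusive regions and difference in peaks had a Spearman correlation of 0.736 for male H3K27ac, 0.770 for male H3K4me1, 0.280 for female H3K27ac, −0.115 for female H3K4me1 and 0.806 for LFDHFB and LFDLFB. Peak number thus stays open. Exchanged labels could also be the source. Of the HFD-exclusive regions of females, 57.8% had a peak in LFD male replicate 1 and 41.1% in HFD male replicate 1, a difference of 16.7, which 7 of 18 other sets of female regions reached. The explanations cannot be told apart with these lists. The lower number of HNF4α peaks on the HFD may rest on LFD replicate 1 alone, since the HFD lists had 1265 more peaks than LFD replicate 2.

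Genes with an HNF4α site of the long-term diets within 10 kb of the TSS (2884 genes) gave a camera p of 0.960 between HFDHFB and HFDLFB. Genes near H3K27ac regions found only in HFDLFB (145 genes) gave 0.720, with a median log2 fold change of 0.031 and a mean of −0.015. Those near regions found only in HFDHFB (136 genes) gave 0.212, with a median of −0.065 and a mean of −0.065. Neither median lay on the side of higher expression in the group that had the peaks. A shift of these sets was not detected, which does not exclude one. In the long-term HNF4α lists, within 10 kb of the gene, Scd1 had 2 sites in all 4 libraries, Fmo1 1 site in 3 libraries (not in LFD replicate 2), and Fmo2 1 site in LFD replicate 1 alone. Sulf2 had 4 merged sites, 1 in all 4 libraries and 1 in the HFD libraries alone.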
